# Loss of SMARCAD1 Mitigates Tauopathy

**DOI:** 10.1111/acel.70543

**Published:** 2026-05-27

**Authors:** Vaishnavi S. Jadhav, Rebecca L. Kow, Asia D. Beale, Misa Baum, Pamela J. McMillan, Caitlin S. Latimer, Nicole F. Liachko, Brian C. Kraemer

**Keywords:** Alzheimer's disease, *C. elegans*, epigenetic, HEK‐tau, *SMARCAD1*, *smrd‐1*, tau, tauopathy

## Abstract

Tauopathies are neurodegenerative diseases characterized by the accumulation of misfolded tau protein and include Alzheimer's disease (AD) and related dementia disorders. Identifying new strategies to treat tauopathy remains an important gap in the field. Using forward and reverse genetic approaches in *C. elegans* , we identified *smrd‐1*, the *C. elegans* homolog of *SMARCAD1*, as a potent modifier of tauopathy phenotypes in a transgenic model of tauopathy. Loss of *smrd‐1* function rescues tauopathy‐associated neuronal dysfunction and neurodegeneration in *C. elegans* models of tauopathy. Loss or reduction of *smrd‐1/SMARCAD1* decreases phosphorylated and total tau protein levels by reducing tau mRNA transcripts in *C. elegans* and mammalian HEK‐tau cells. Loss of *smrd‐1* rescues tau‐driven abnormal H3K9me3 chromatin methylation. Immunohistochemistry in human postmortem AD brain tissue showed SMARCAD1 depletion in a subset of cases that also exhibit depletion of MSUT2. Loss of *smrd‐1/SMARCAD1* rescues tau‐mediated neurodegeneration via a tau mRNA lowering mechanism accompanied by changes in chromatin conformation.

**Abbreviations**
AD: Alzheimer's disease
ADNC: Alzheimer's disease neuropathic change
ATP: Adenosine triphosphate
CRISPR: Clustered Regularly Interspaced Short Palindromic Repeats
DEG: Differentially expressed genes
FTLD: Fronto‐Temporal Lobar Degeneration
GABA: Gamma‐aminobutyric acid
GO: Gene Ontology
H3K9me3: Trimethylation of Lys9 of histone H3
HDAC6: Histone Deacetylase‐6
HEK293: Human embryonic kidney cells clone 293
MAPT: Microtubule Associated Protein Tau
N2:
*C. elegans* Bristol strain
NGM: Nematode Growth Media Agar plates
PS19: MAPT P301S mouse model
Tg: Transgenic
UDP: Uridine diphosphate
WT: Wildtype

## 1 Introduction

Tauopathies encompass a broad spectrum of neurodegenerative disorders characterized by accumulation of fibrillar polymers of the microtubule‐associated protein tau (MAPT) (Götz et al. 2019). Deposition of misfolded protein tau leads to neurodegeneration resulting in a range of symptoms including cognitive decline, behavioral abnormalities, motor dysfunction, dementia, and premature death. There are currently over 20 distinct tauopathy disorders identified, including frontotemporal dementia and Alzheimer's disease (Lane‐Donovan and Boxer 2024). Tau pathology strongly correlates with cognitive dysfunction (Bejanin et al. 2017; Brier et al. 2016; Nelson et al. 2012). Currently, no effective treatments for tauopathies have been approved. Therefore, identifying modifiers of pathological tau and potential drug targets to mitigate tauopathies remains a critical area of research.

We have previously developed a *C. elegans* model of tauopathy. In this model, neuronal expression of human tau leads to accumulation of hyperphosphorylated and insoluble tau, accompanied by progressive neuronal dysfunction and neuron loss (Kraemer et al. 2003). Forward and reverse genetic screens in this model have previously identified novel conserved tau suppressors including *suppressor of tau pathology‐1* (*sut‐1*), *suppressor of tau pathology‐2* (*sut‐2/MSUT2*), *suppressor of tau pathology‐6* (*sut‐6/NIPP1*), *X‐box binding protein 1* (*xbp‐1s/XBP‐1s*), and *speckle‐type POZ protein* (*spop‐1/SPOP*) (Eck et al. 2023; Guthrie et al. 2009; Kow et al. 2023; Kraemer and Schellenberg 2007; Waldherr et al. 2019). Loss of *MSUT2* reduced tau pathology in murine models, and in human postmortem tissue lower MSUT2 levels correlated with early onset of AD (Wheeler et al. 2019). Using a similar approach in this study, we have identified a new tau suppressor *smrd‐1/M03C11.8* (*SMARCAD1* human homolog). SWI/SNF‐related, Matrix‐associated Actin‐dependent Regulator of Chromatin, subfamily A, containing DEAD/H box 1 (SMARCAD1), an ATP‐dependent chromatin remodeler, is conserved from yeast to humans, and its function is critical for DNA replication and homologous recombination following dsDNA breaks repair (Chakraborty et al. 2018; Lo et al. 2021). SMARCAD1 also functions in the propagation and organization of epigenetic patterns as well as in heterochromatin maintenance and inheritance (Rowbotham et al. 2011; Taneja et al. 2017). SMARCAD1 is recruited to newly synthesized DNA and shown to facilitate histone deacetylation, histone H3K9 trimethylation (H3K9me3), and efficient HP1 recruitment through a mechanism coupled to ATP hydrolysis (Rowbotham et al. 2011).

While SMARCAD1 knockdown in human cancer cell lines has been shown to impair metastasis and invasion (Al Kubaisy et al. 2016), its role in other diseases, such as neurodegeneration, remains largely unknown. Here in this study, we investigate SMARCAD1 as a novel tau suppressor in *C. elegans* and human cell line models of tauopathy.

## 2 Methods

### 2.1 *C. elegans* Strains

*C. elegans* strains used are listed in Table S1. The *C. elegans* alleles *bk2196* and *bk4016* were generated through chemical mutagenesis as previously described and subsequently outcrossed 3× (Kow et al. 2023). The *smrd‐1 null* strains CK3122 and CK3123 were generated using the CRISPR‐Cas9 genome editing technology using ALT‐R reagents (Integrated DNA Technologies) including recombinant Cas9 protein and synthetic CRISPR guide RNAs as described (Dokshin et al. 2018; Kow et al. 2021; Paix et al. 2015). 

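In the annotation of the WBcel235 genome, *smrd-1* is the protein-coding gene M03C11.8 (WBGene00010845). It lies on the minus strand of chromosome III from 10428327 to 10435988 and has 9 exons, which together hold 3473 bases and encode 989 residues. The exons are 128, 61, 163, 66, 412, 654, 497, 755 and 737 bases long, in order from the 5′ end. Exons 1 to 6 span the bases from 10433142 to 10435988 and hold 1484 exonic bases, 42.7% of the exonic length. Exons 7 to 9 hold 1989 exonic bases. Intron 6, from 10431903 to 10433141, is 1239 bases long and is the longest intron of the gene.

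**Figure D1:**
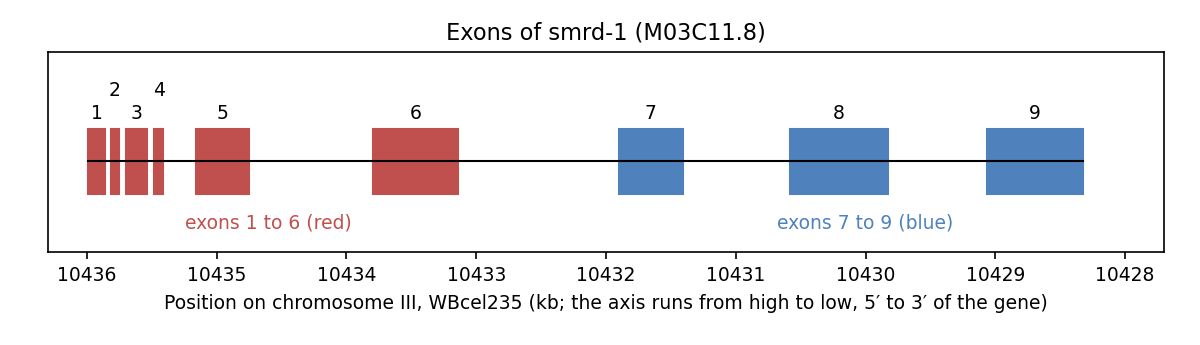
Exons of *smrd-1* on chromosome III of WBcel235, drawn to scale, with the position in kilobases on an axis that runs from high to low so that the 5′ end of the gene is on the left. Boxes are exons and the line joins them. Exons 1 to 6, in red, take up 1484 of the 3473 exonic bases.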

The crRNA guide sequences (TTTTTAGGGGAAATTAATGG and ATATTTTTCGGTGCTTTTCG) targeting exons 1–6 that result in deletion of the Helicase/ATP‐binding region of the *smrd‐1* were used. All other strains were obtained from the *C. elegans* Genetics Center. All strains were maintained at 20°C on NGM plates seeded with OP50 *Escherichia coli* (Brenner 2003). Genotypes were confirmed by PCR and sequencing or restriction digests for all strains with non‐obvious phenotypes.

### 2.2 Forward Genetic Mutagenesis Screen

Mutagenesis was performed using N‐ethyl‐N‐nitrosourea (ENU) as described (De Stasio and Dorman 2001). Briefly, tau transgenic worms were exposed to 0.6 mM ENU in M9 for 4 h with gentle rocking followed by selection of F2 progeny with the desired mutant phenotype of restored motility in the presence of the tau transgene (Kraemer and Schellenberg 2007). Mutants that bred true were then tested on an independent tau transgenic background. Suppressing mutants were backcrossed repeatedly to remove non‐causal mutations prior to whole‐genome sequencing (WGS) to identify tau suppressing mutations. Genome sequence analysis was conducted using the Lasergene genomics SeqMan NGen software package (DNASTAR).

### 2.3 Behavior in *C. elegans*

NGM plates of day 1 adult *C. elegans* were flooded with 1 mL of M9 buffer, and swimming worms were pipetted onto a 35 mm unseeded NGM plate. Approximately 30 s following the addition of M9 buffer, worms were recorded swimming for 1 min at 14 frames per second. These videos were captured and analyzed with WormLab 2020 (MBF Bioscience). The frequency of body bends, or turns, defined as a change in body angle of at least 20° from a straight line measured by the quarter points and midpoint of the worms, was quantified as a readout of locomotion. Worms tracked for less than 40 s were omitted from this analysis. At least three independent samples totaling approximately 80 worms per strain were counted for every comparison.

### 2.4 GABAergic Neuron Loss Assay

A blinded analysis of GABAergic inhibitory motor neuron loss was performed by using a *C. elegans* strain expressing GFP under the *unc‐25* promoter (P*unc*‐25::GFP). This reporter strain (CZ1200) was crossed into tau transgenic animals to allow GABAergic neuron visualization in vivo. Day 1 adult worms were immobilized on a 2% agarose pad with 0.01% sodium azide and imaged using a Leica DM6B fluorescence microscope. GABAergic neurons were counted while blinded to the genotype for each mounted worm. The number of intact neurons was scored.

### 2.5 HEK Tau Cells and siRNA Treatment

HEK 293/tau cells, HEK 293 cell lines stably expressing high levels of wild‐type human tau, as described previously, were maintained under standard culture conditions [Dulbecco's modified Eagle Medium, 10% heat inactivated fetal bovine serum, penicillin (100 U/mL), streptomycin (100 μg/mL) + Zeocin (100 μg/mL)] (Guthrie and Kraemer 2011). For RNAi, 1 E6 cells per 10 cm plate were plated 24 h before treatment in 10 mL full media. Per plate, 300 pmol SMARCAD1 13.6 siRNA (IDT) was diluted in 1 mL Opti‐MEM (Gibco) and mixed with 30 μL Lipofectamine RNAiMAX (Invitrogen) diluted in 1 mL Opti‐MEM and incubated 5 min at room temperature. Media was replaced 24 h after treatment and cells were harvested 96 h post‐treatment.

### 2.6 Protein Extraction and Immunoblotting

*C. elegans* were grown from hypochlorite‐purified eggs at 20°C for 3 days on 5XPEP plates until young adults. Worm lysates were prepared as described previously (Kow et al. 2023). Briefly, snap‐frozen worm pellets were thawed and then diluted with 2× SDS protein sample buffer, adding four times the volume (μL) of buffer to the weight of the pellet (mg). Samples were sonicated, centrifuged, and stored at −20°C. HEK293/tau cell lysates were prepared as described previously (Guthrie and Kraemer 2011). Briefly, HEK tau cell pellets were resuspended (2 μL lysis buffer/mg pellet) in high salt reassembly (RAB) buffer and sonicated at 70% amplitude for 8 s. 5X sample buffer was added to the lysate. Samples were loaded (10 μL) onto 4 to 15% precast criterion sodium dodecyl sulfate polyacrylamide gel electrophoresis gradient gels and transferred to PVDF (Bio‐Rad). The ladder is Precision Plus Protein Standards (Bio‐Rad). The primary antibodies used were rabbit monoclonal anti‐tau antibody (Dako) at 1:200,000, mouse anti‐tubulin antibody E7 (Developmental Studies Hybridoma Bank) at 1:5000, mouse anti‐pS202/T203 tau AT8 antibody (ThermoFisher) at 1:1000, mouse anti‐tau PHF‐1 antibody (Peter Davies) at 1:1000, rabbit anti‐SMARCAD1 antibody (Booster Bio), rabbit anti‐H3K9me3 (Millipore) at 1:2000. The secondary antibodies used were anti‐rabbit HRP (Fisher) at 1:10,000 and anti‐mouse HRP (Fisher) at 1:5000. ECL substrate was used to visualize the membrane (Bio‐Rad). Chemiluminescence signals were detected with the ChemiDoc‐It Imager (Analytik Jena US Inc.) and quantified with Fiji (45).

### 2.7 RNA Extraction and Quantitative PCR

RNA was extracted from L4 snap‐frozen *C. elegans* pellets using TRIzol Reagent (Thermo Fisher Scientific Inc.) per manufacturer's protocol. RNA was resuspended in 50 μL sterile water and concentration was assessed using NanoPhotometer NP80 spectrophotometer (Implen GmbH). DNA contamination was then removed from the RNA sample using the DNA‐free Kit (Thermo Fisher). For HEK 293/tau cells, RNA was extracted from frozen pellets using TRIzol reagent followed by column extraction using QIAGEN mini Rneasy as recommended by the manufacturer. cDNA and NoRT negative controls were synthesized using iScript Reverse Transcription Supermix for RT‐qPCR (Bio‐Rad Laboratories Inc.). We performed quantitative PCR using the iTaq Universal SYBR Green Supermix kit (Bio‐Rad) on the CFX Connect Real‐Time PCR Detection System (Bio‐Rad) to assess mRNA levels of human *MAPT* in relation to *act‐1* (Table S2). Each genotype was tested in three to four biological replicates and three technical replicates. MAPT mRNA levels were normalized to *rpl‐32* or *act‐1*, internal reference control genes and expressed as fold changes relative to controls, using the ΔΔCt method.

### 2.8 RNA Sequencing Library Prep, Quality Control, Sequencing

Isolated total RNA from L4 *C. elegans* was sent to NovoGene where library preparation and mRNA sequencing was performed using the NovaSeq platform (Illumina) to generate 150 bp paired end reads. FASTQC was performed to assess the quality of sequencing data. Illumina RNA sequencing reads were aligned to the Ensemble Caenorhabditis_elegansWBcel235.113 reference genome using STAR version 2.7.11b. Counting was performed with featureCounts. Read normalization and differential gene expression analyses were conducted with DESeq2, comparing *smrd‐1 null* to N2. Genes with a Benjamini‐Hochberg adjusted *p* value ≤ 0.05 were considered differentially expressed and were visualized using Volcano plot (using ggplot package in R) and heatmap (using pheatmap package in R).

### 2.9 GO Classification and Gene Enrichment Analyses

The Database for Annotation, Visualization and Integrated Discovery (DAVID) online tool was used to identify significantly enriched GO terms (*p* value < 0.05) in biological process, cellular component, and molecular function for DESeq and DEXSeq analyses (Huang et al. 2009; Sherman et al. 2022). Gene ontology using WormEnrichR was performed on significant genes with *p*‐adjusted < 0.05 using DAVID.

### 2.10 Immunohistochemistry in Human Post‐Mortem Tissue

Samples of post‐mortem brain tissue (middle temporal gyrus) were obtained from the University of Washington BioRepository and Integrated Neuropathology (BRaIN) Laboratory (Table S3). Informed consent for research brain donation was obtained according to protocols approved by the UW and KPWHRI Institutional Review Boards. Alzheimer's disease brain donors (*n* = 39) were chosen based upon the clinical diagnosis of dementia and neuropathologically confirmed Alzheimer's disease neuropathologic change (ADNC) sufficient to explain dementia (intermediate or high). Brain tissues used as controls for this study (*n* = 18) were derived from age‐matched cognitively normal research participants with neuropathologically confirmed low levels of ADNC. Fixation of donor brains occurred by immersion in 10% neutral buffered formalin for at least 2 weeks. The medial temporal gyrus was processed and embedded in paraffin and sectioned at 5‐μm thickness according to routine protocols for neuropathological analysis as described below.

### 2.11 Immunohistochemical Evaluation

The dementia cases in this cohort were immunostained for MSUT2, a marker of nuclear speckles, and classified as either Dementia MSUT2 positive (*n* = 17) or Dementia MSUT2 depleted (*n* = 22). Control cases (*n* = 18) were all MSUT2 positive. The Dementia MSUT2 depleted cases exhibited diminished MSUT2 immunoreactivity compared to control brain tissue, both in the number of MSUT2 positive neurons and in the intensity of the staining and were characterized as “MSUT2 negative.” In contrast, the Dementia MSUT2 positive cases exhibited similar amounts of MSUT2 immunoreactivity compared to control brain and were considered as “MSUT2 positive.” This scoring is made by blinded observers. Immunohistochemistry for SMARCAD1 was performed on tissue from this same cohort. Brain sections were deparaffinized, rehydrated through ethanols and autoclaved (SMARCAD1) or microwaved (AT180) in citrate buffer for antigen retrieval. Sections were treated for endogenous peroxidases, blocked in 5% milk, incubated with anti‐SMARCAD1 polyclonal antibody (Origene TA332959; 1:500) or AT180 (Thermo Scientific MN1040; 1:250) overnight at 4°C, followed by biotinylated rabbit or mouse secondary antibody. Sections were incubated with an avidin‐biotin complex (Vector, Vectastain Elite ABC kit) and the reaction product was visualized with 0.05% diaminobenzidine (DAB)/0.01% hydrogen peroxide. Digital images were obtained using a Leica DM6 microscope with a DFC 7000 digital camera (Leica Microsystems) and imported into Adobe Photoshop.

### 2.12 Quantitative Analysis of Immunohistochemistry

HALO digital image software (Indica Labs) was used to quantify SMARCAD1 and AT180 immunoreactivity in human brain. Brain sections were manually annotated around the regions of interest (cortical layers 3–6); average staining intensity was determined to allow quantification without contribution of background staining, and a common threshold was then applied to all sections for that assay. Data represent the area of positive immunoreactivity within the region of interest divided by the total annotated area (% SMARCAD1 positive tissue). Data are displayed as the mean ± SEM. A two‐tailed Student's *t*‐test was used to assess differences in immunoreactivity between experimental groups.

### 2.13 Statistical Analysis

Statistical analysis was performed using GraphPad Prism version 9 for Windows (GraphPad Software). The tests used were Student's *t*‐test, Mann–Whitney test, one‐way analysis of variance (ANOVA) test followed by Tukey's post hoc test, and Kruskal–Wallis test followed by Dunn's post hoc test. Statistical significance is demarcated in figures as *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

## 3 Results

### 3.1 Loss of *smrd‐1* Function Rescues Tauopathy Mediated Behavioral Deficits

Using a forward genetic screen for identifying genes that suppress the tau‐induced Unc phenotype in our previously described tau transgenic *C. elegans* model (Kraemer et al. 2003; Kraemer and Schellenberg 2007), we identified two strong tau suppressor mutations in *smrd‐1* (*M03C11.8*), whose human homolog is SWI/SNF‐related, Matrix‐associated Actin‐dependent Regulator of Chromatin, subfamily A, containing DEAD/H box 1 (*SMARCAD1*). The first *smrd‐1* suppressor mutant identified introduces a premature stop codon (bk2196‐Q649*). The second *smrd‐1* suppressor mutant (*bk4016*) harbors a point mutation at the splice junction of intron 5 predicted to disrupt exon 6 inclusion and cause a frameshift and premature stop after exon 5. To confirm the suppressors, we tested an additional independent premature stop *smrd‐1* allele (gk485089‐Q747*) and generated CRISPR‐Cas9 mediated deletion of *smrd‐1* exons 1–6 (*smrd‐1 Δ#1*, *Δ#2*) (Figure 1a) (Kow et al. 2021; Thompson et al. 2013). To assess neuronal function in tau transgenic strains, we use a swimming assay that provides a sensitive readout of GABAergic and cholinergic motor neuron activities. Tau Tg animals exhibit significant impairment in their coordinated swimming behavior (Kraemer et al. 2003). Using this assay, we observed *smrd‐1* loss of function results in a significant rescue of Tau Tg swimming deficits. We found similar improvements with the loss of function *smrd‐1* alleles identified in the screen (*bk2196*, Figure 1b, *bk4016* Figure 1c) and in the additional *smrd‐1* alleles *gk485089* and *smrd‐1 Δ#1*, *Δ#2* (Figure 1d,e), in both Tau WT and FTLD‐tau mutant Tau *V337M* background. There were no significant alterations in behavioral phenotypes of loss of function alleles in the absence of tau (Figure S1a,b).

**FIGURE 1:**
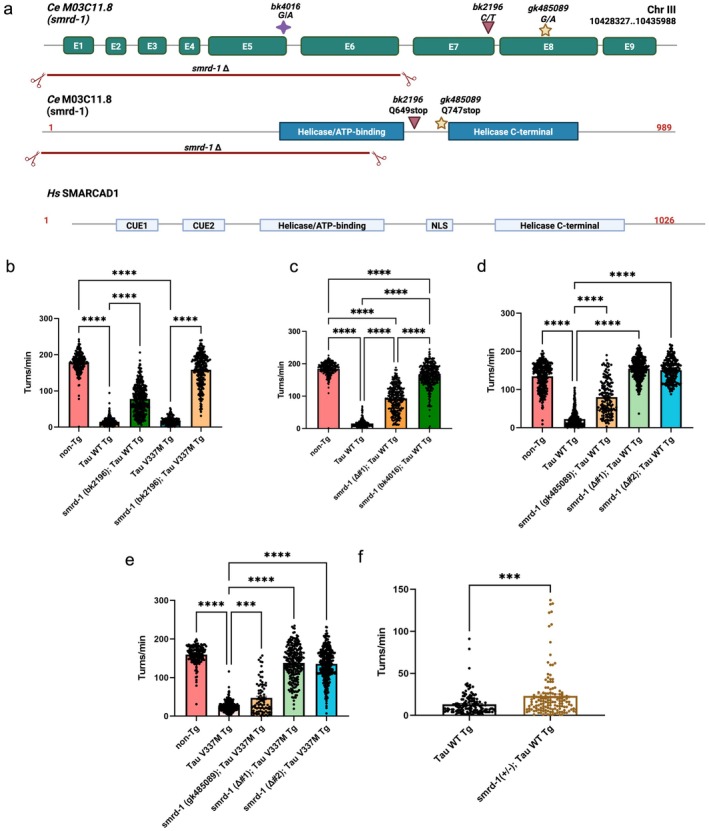
Loss of *smrd‐1* selectively attenuates tauopathy associated behavior deficits. (a) Illustration of *smrd‐1* alleles used in the study. (b) *smrd‐1* (*bk4016*), significantly rescued motor deficits Tau WT Tg animals. (c) *smrd‐1* (*bk2196*) rescued tau mediated motor deficits in Tau WT and *V337M* Tg animals. (d, e) *smrd‐1* (*gk485089*), *smrd‐1* (*Δ#1*), and *smrd‐1* (*Δ#2*) rescued tauopathy associated swimming defects in both animals with (d) Tau WT Tg background and in (e) Tau *V337M* Tg background. (f) Heterozygous *smrd‐1* (*Δ#1*) rescues tau associated motor deficits in Tau WT Tg animals. *N* > 80 per strain. Data presented as mean ± SEM frequency of body bends (turns/min) measured over the course of a minute of swimming in day 1 adults and analyzed by One way ANOVA with Tukey's post hoc test. ****p < 0.0001, ***p < 0.001.

To examine whether a partial loss of *smrd‐1* would protect against tau swimming deficits, we tested animals heterozygous for the *smrd‐1* loss of function, *smrd‐1 Δ#1* strain *CK2935*. These animals demonstrated modest yet significant rescue of Tau WT (Figure 1f and Figure S1c). In order to test whether rescue in locomotor deficits by the loss of functional *smrd‐1* is specific to tauopathy, we crossed the *smrd‐1* ∆#1 deletion allele with animals expressing familial ALS mutant TDP‐43 M337V and did not observe any suppression in swimming defects (Figure S1d). However, unlike the *aex‐3* promoter used to drive tau expression in Tau WT, the TDP‐43 M337V transgene tested was expressed under the *snb‐1* promoter. To rule out the possibility that *smrd‐1 Δ#1* was affecting the *aex‐3* promoter itself rather than modifying tau phenotypes, we crossed *smrd‐1 Δ#1* with a strain that carries TDP‐43 M337V expressed under *aex‐3* promoter. However, we observed no rescue further confirming the specificity of *smrd‐1* suppression in tauopathy models (Figure S1e). Taken together, these results suggest loss of functional *smrd‐1* specifically suppress neuronal dysfunction in tauopathy models.

### 3.2 *smrd‐1* Deficiency Reduces Tau Protein Expression and Transcript Levels

To examine whether *smrd‐1* loss of function impacts tau expression, we assessed protein levels of phosphorylated and total tau in WT tau and *V337M* tau expressing animals with either *smrd‐1* (*gk485089*) *m*utant or *smrd‐1 Δ#1*. In animals expressing WT tau, we observed an 80% reduction in p S202/T205 tau and a 70% reduction in PHF‐1 tau in both *smrd‐1* (*gk485089*) mutant and *smrd‐1 Δ#1*. Interestingly, total tau also diminished by approximately 70% in *smrd‐1* (*gk485089*) mutant and *smrd‐1 Δ#1* (Figure 2a–d). This reduction could result from decreased mRNA transcripts or increased protein turnover. Therefore, we tested *MAPT* transcript levels and found a 60% downregulation of tau mRNA in *smrd‐1* (*gk485089*) mutant (Figure 2e), indicating that the reduction in tau protein is likely due to decreased mRNA levels leading to lower protein translation. In Tau V337M Tg animals, the effects of the loss of *smrd‐1* were also apparent on tau protein and MAPT mRNA levels. pS202/T205 tau was reduced by 80%–85% and PHF‐1 tau showed approximately a 90% reduction. Total tau protein levels were lowered by 75% (Figure 2f–i) and tau transcripts were also downregulated by 70% (Figure 2j). Taken together, the loss of *smrd‐1* either by *smrd‐1 Q747stop* mutation or *smrd‐1 Δ* results in diminished levels of phosphorylated tau and total tau likely driven by decreased *MAPT* transcripts.

**FIGURE 2:**
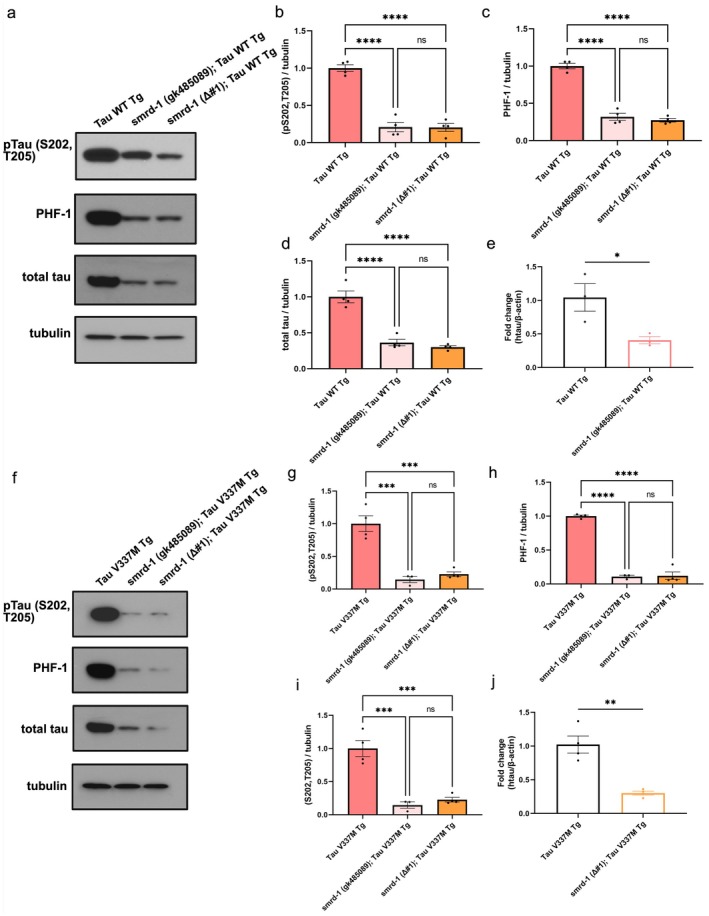
Human tau protein and transcript levels with loss of *smrd‐1* in *C. elegans* models of tauopathy. (a) Immunoblot measuring protein levels of pS202/T205 tau, PHF‐1, total tau and tubulin in day 1 adult lysates of Tau WT Tg animals. (b–d) pTau, PHF‐1, and total tau were significantly reduced in Tau WT Tg animals carrying either*smrd‐1* (*gk484089*) or *smrd‐1* (*Δ#1*). (e) Human Tau mRNA levels were measured by qPCR and showed significant reduction in *smrd‐1* (*Δ#1*); Tau WT animals. (f) Immunoblot measuring protein levels of pS202/T205 tau, PHF‐1, total tau and tubulin in day 1 adult lysates of Tau *V337M* animals. (g–i) pTau, PHF‐1, and total tau were significantly reduced in Tau *V337M* Tg animals carrying either *smrd‐1* (*gk484089*) or *smrd‐1* (*Δ#1*). (j) Human Tau mRNA levels were measured by qPCR and showed significant reduction in *smrd‐1* (*Δ#1*); Tau *V337M* animals. *N* = 3–4 One‐way ANOVA with Tukey's post hoc and Student's *t*‐test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 3.3 *smrd‐1* Deficiency Attenuates Tau‐Induced Neurodegeneration

Given that the loss of *smrd‐1* rescues behavioral deficits in tau transgenic animals, we next evaluated effects on tau induced neurodegeneration. Tau WT transgenic animals display progressive age‐dependent neurodegeneration in GABAergic inhibitory motor neurons (Kraemer et al. 2003). To visualize this, we crossed tau WT and *smrd‐1 Δ#1*; tau WT lines with a *Punc‐25::GFP* reporter that fluorescently labels GABAergic motor neurons in vivo. We observed *smrd‐1* loss of function prevented the loss of GABAergic motor neurons in Tau WT Tg (Figure 3a,b). As a control, we confirmed that the number of GABAergic motor neurons in *smrd‐1 Δ#1* was comparable to wild‐type animals (N2) (Figure S2).

**FIGURE 3:**
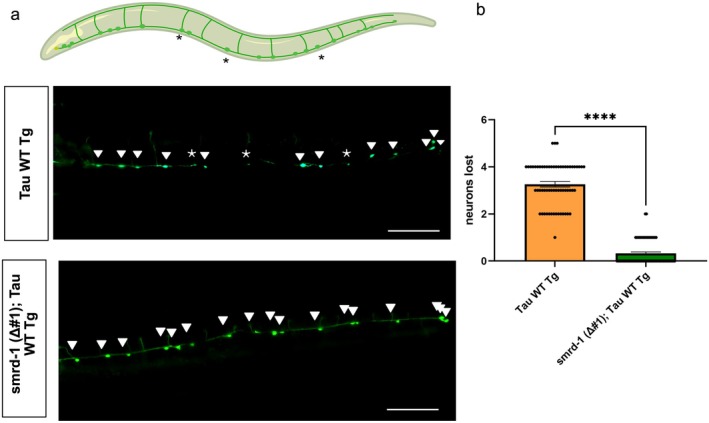
*smrd‐1* deletion rescues tauopathy associated neuronal loss in Tau transgenic animals. (a) Illustration depicts neurons lost in Tau WT Tg animals, which were rescued by *smrd‐1* (*Δ#1*). GABAergic neurons marked by *Punc‐25::GFP* were counted in day 1 adult transgenic animals. Representative images presenting neurons lost and intact neurons in Tau WT Tg animals (upper panel) and *smrd‐1* (*Δ#1*) in Tau WT Tg animals (lower panel). White asterisks indicate lost neurons and filled triangles indicate intact neurons. (b) Quantification of neurons lost indicates significantly fewer neurons were lost in *smrd‐1* (*Δ#1*); Tau WT Tg animals when compared to Tau WT Tg. *N* = 12–15 animals per genotype with four independent repeats. One‐way ANOVA with Tukey's post hoc ****p < 0.0001, additional analyzed data from this set included in Figure S2.

### 3.4 Depletion of *SMARCAD1* Lowers Total and Hyperphosphorylated Tau Proteins in Mammalian Cells

Loss of *smrd‐1* in *C. elegans* models of tauopathy demonstrated a significant rescue of tau mediated behavioral dysfunction and neurodegeneration, and decreased levels of pathological and total tau. We next evaluated whether loss of SMARCAD1 would have a conserved effect on tau in an established mammalian cell model of tauopathy, HEK 293/tau cells. HEK 293/tau stably overexpress human WT (4R1N) tau in a HEK 293 background, resulting in accumulation of abnormal tau species (Guthrie and Kraemer 2011). We used siRNA to target and reduce levels of the mammalian homolog of *smrd‐1*, *SMARCAD1*. Pathological and total tau protein levels in *SMARCAD1* siRNA treated cells were estimated by western blot. siRNA mediated silencing of *SMARCAD1* in HEK 293/tau resulted in 90% reduction in p S202/T205 tau, approximately 75% reduction in PHF‐1 tau and 65% reduction in total tau (Figure 4a–d). Reduced *SMARCAD1* was confirmed by immunoblotting for anti‐SMARCAD1 (Figure 4e). Human MAPT transcript levels were reduced by 35% in *SMARCAD‐1* siRNA treated HEK 293/tau cells (Figure 4f). Similar to attenuation of tau pathology in tau transgenic *C. elegans* models, we observed *SMARCAD1* silencing suppressed tau protein, its phosphorylation and transcripts in mammalian cell model of tauopathy as well, suggesting a conserved mechanism of rescue.

**FIGURE 4:**
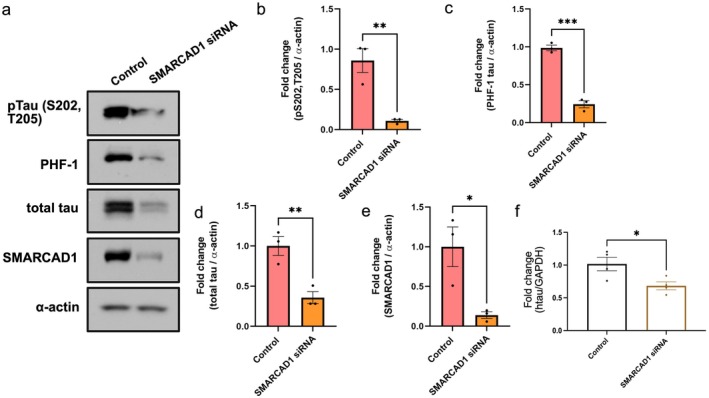
*SMARCAD1* silencing in HEK‐tau cells diminished pathogenic tau protein and mRNA transcripts. (a) Immunoblot measuring of pS202/T205 tau, PHF‐1, total tau, SMARCAD1, and α‐actin in HEK‐tau cells with control treatment and cells treated with *SMARCAD1* siRNA. (b–d) Protein levels of pS202/T205 tau, PHF‐1, and total tau. (e) SMARCAD1 was significantly reduced in *SMARCAD1* siRNA treated HEK‐tau cells. (f) qPCR of human tau showed significant reduction of tau mRNA levels. *N* = 3–4. One‐way ANOVA with Tukey's post hoc and Student's *t*‐test. *p < 0.05, **p < 0.01, ***p < 0.001.

### 3.5 Loss of *smrd‐1* Restores Altered Histone Methylation in Tau Tg Animals

*SMARCAD1* remodels heterochromatin and is known to be associated with chromatin domains characterized by histone H3 trimethylation at lysine 9, H3K9me3, a hallmark of heterochromatin (Rowbotham et al. 2011; Sachs et al. 2019). To determine whether *smrd‐1* loss of function might impact histone methylation as a surrogate of heterochromatin changes, we examined levels of H3K9me3 in WT and *V337M* tau transgenic day 1 adults by immunoblotting. Surprisingly, we found an approximate 2‐fold increase in the H3K9me3 heterochromatin mark in Tau Tg animals, which was brought back to normal, non‐Tg levels in *smrd‐1 Δ#1;* Tau WT and *smrd‐1 Δ#1;* Tau V337M transgenic animals (Figure 5a–d). This suggests histone methylation increases with tau pathology, and deletion of *smrd‐1* lowers the histone methylation associated with heterochromatin to normal levels in tau transgenic animals. Heterochromatin remodeling can modulate gene expression profiles in various ways and may drive expression of RNAs that can regulate expression of target genes (Lakhotia 2017). To identify gene expression and pathway alterations resulting from *smrd‐1* loss, we performed bulk RNA sequencing on L4 staged *smrd‐1 Δ#1* animals and non‐Tg controls. 

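Polyadenylated RNA from whole animals was sequenced in 8 libraries, 4 labelled *smrd-1 Δ#1* and 4 labelled non-Tg, with replicates numbered 1 to 4 in each group. The authors aligned the 150 bp paired-end reads with STAR and counted them on genes with featureCounts. Their count command treated the mates of a pair as separate reads and did not use strand, so a gene's count can include reads from a gene that overlaps it on the other strand. Reads that mapped to more than 1 place were left out, which lowers the counts of close paralogs. The counts were deposited without normalization. Total counts ran from 74704022 to 78008833 per library, with a median of 75912697 in the libraries labelled non-Tg and 75381209 in those labelled *smrd-1 Δ#1*. At this depth 3 counts, taken as the floor of detection, came to between 0.0385 and 0.0402 CPM (counts scaled by library size, as given by edgeR's cpm function). Floors of this kind cover counting error only, since the reads carry no molecular identifiers. Of 25295 genes with at least 1 count, 16808 passed edgeR's expression filter. They were compared with edgeR's quasi-likelihood test after TMM normalization and Benjamini-Hochberg adjustment over those genes, and differences are given as *smrd-1 Δ#1* relative to non-Tg. The sign of every difference therefore follows the sample labels.

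The deleted gene was examined first in every library. *smrd-1* had 3638, 2997, 3876 and 4073 counts in the libraries labelled non-Tg, replicates 1 to 4, and 6369, 6252, 6874 and 6330 counts in those labelled *smrd-1 Δ#1*. The normalized level was 47.9 ± 3.93 CPM (SD, n = 4) in the former and 85.0 ± 4.35 (SD, n = 4) in the latter. The log2 fold change was 0.83 (standard error 0.0813, adjusted p = 0.0089). All 4 libraries labelled *smrd-1 Δ#1* were above all 4 labelled non-Tg (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). With each library left out in turn, the log2 fold change stayed between 0.77 and 0.85, and in 1 of the 8 fits the adjusted p rose above 0.05, to 0.0574 from edgeR. With the replicate number as a block the log2 fold change was 0.83 and the adjusted p 0.0438. The labels give no reason for a pairing by replicate number. After each group's mean was taken out, the correlation across genes between same-numbered libraries averaged 0.364, against 0.375 between libraries of another number within replicates 1 and 2 or within replicates 3 and 4. These correlations are across genes, which are not independent replicates. Within replicates 1 and 2 the log2 fold change of *smrd-1* was 0.92, and within replicates 3 and 4 it was 0.74. More *smrd-1* counts in the libraries labelled as the deletion goes against the labels. The groups are named by their labels throughout, and each direction holds only if the labels do.

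**Figure D2:**
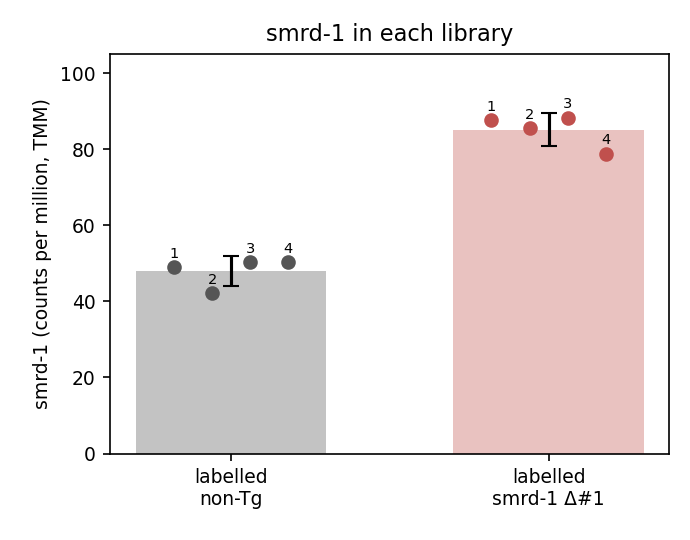
Level of *smrd-1* in CPM, normalized by TMM, in each of the 8 libraries, by label. Points are libraries with their replicate number, bars are group means and error bars are the SD (n = 4). The lowest library labelled *smrd-1 Δ#1* is at 78.8 and the highest labelled non-Tg at 50.3.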

Overall, 275 differentially expressed genes (*p*‐adj < 0.05) were detected, of which 63 were upregulated and 212 were downregulated transcripts in *smrd‐1 Δ#1* versus non‐Tg (Figure 6, Table S4). 

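Under edgeR, 26 genes had an adjusted p-value of at most 0.05. As labelled, 15 of them were higher in *smrd-1 Δ#1* and 11 were lower, and the log2 fold change was above 1 for 10 genes and below -1 for another 10. Before adjustment, 1301 genes had a p-value under 0.05 and 656 of these were higher. In all 26 genes the values of the 2 groups did not overlap. Of all genes tested, 5.2% had groups that did not overlap, and chance gives 2.86%. All 26 genes are among the 275 that the paper's Table S4 lists, and edgeR tested 262 of those 275. The number of genes varied with the test. DESeq2 on the genes with at least 1 count called 251 genes, 127 higher and 124 lower. With the replicate number as a block, edgeR called 26 genes, 14 higher and 12 lower, and 14 of them were among the 26 called without it. Leaving out each library in turn gave between 7 and 14 genes, with 6 of the 26 called in all 8 fits and 9 in none of them.

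The first principal component held 50.0% of the variance and the second 14.9%. Over all 8 libraries the labelled groups overlapped on the first (exact two-sided permutation test, p = 0.286) and on the second (p = 0.0857 from the same exact test). Within each group, replicates 1 and 2 lay below replicates 3 and 4 on the first component. Within replicates 1 and 2, and within replicates 3 and 4, both libraries labelled *smrd-1 Δ#1* lay above both labelled non-Tg on it. The division into replicates 1 and 2 against 3 and 4 was read from the values and is not a condition of the experiment. With it as a covariate, which was chosen after seeing the data, edgeR called 929 genes, 449 higher and 480 lower, and DESeq2 called 2531. All 26 genes were among the 929. The covariate lowered edgeR's common dispersion from 0.0852 to 0.0335.

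**Figure D3:**
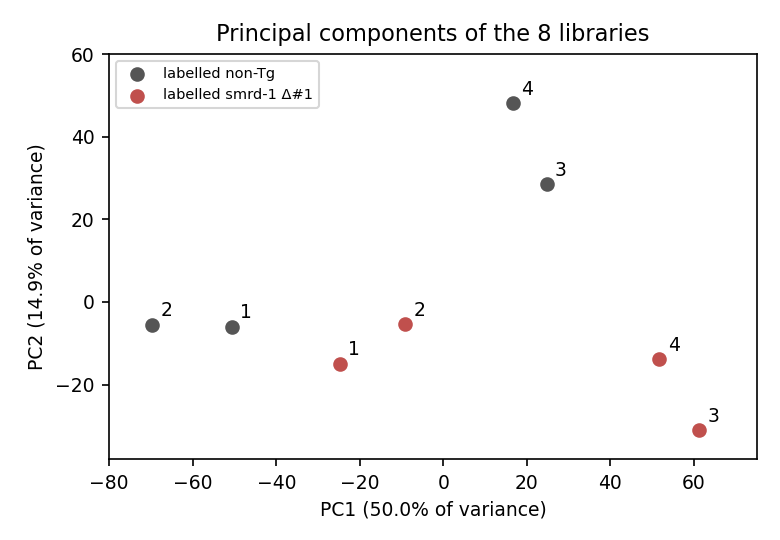
The first 2 principal components of the 8 libraries, with the percentage of variance on each axis. Points are libraries with their replicate number, in grey where labelled non-Tg and in red where labelled *smrd-1 Δ#1*. Within each label, replicates 1 and 2 lie to the left of replicates 3 and 4 on the first component.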

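Gene lists were compiled by gene symbol for 10 families and pathways. This was done after Table S4 was read, so the lists are not independent of the paper's calls. The called genes in each direction were compared with each list by a one-sided Fisher's exact test against all genes tested, with Benjamini-Hochberg adjustment over the 20 tests of 10 lists and 2 directions. The TGF-β list held 28 genes for ligands, receptors, SMAD proteins and regulators of the pathway, and all 28 were tested. edgeR called 0 of them, and 3 had an unadjusted p under 0.05. As labelled, 5 of the 28 were higher in *smrd-1 Δ#1* and 23 were lower, with a median log2 fold change of -0.14 and a range from -0.84 to 0.30. The smallest adjusted p was 0.291 over all genes tested and 0.0600 over the list alone. The changes in the transmembrane serine/threonine kinase receptor genes of the list, which were singled out after the values were seen, did not pass the threshold. The log2 fold change was -0.09 for *daf-1* (standard error 0.195, adjusted p = 0.876 from edgeR), -0.20 for *daf-4* (standard error 0.227, adjusted p = 0.788 from edgeR) and -0.32 for *sma-6* (standard error 0.154, adjusted p = 0.646 from edgeR). DESeq2 called 2 genes of the list, both lower as labelled (Fisher's exact test, one-sided, adjusted p = 0.0553, and 0.0478 without independent filtering).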

The significantly differentially downregulated genes in *smrd‐1 Δ#1* animals included UDP glycosylation, TGF‐β, and transmembrane receptor protein serine/threonine kinase pathway components. Upregulated genes were enriched in UDP‐galactose transmembrane activity, whereas downregulated genes showed enrichment in UDP‐glycosyltransferase activity. 

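The UDP-glucuronosyltransferase family, taken as every gene whose name begins with ugt, held 67 genes, of which 65 were tested. edgeR called 0 of them. As labelled, 28 were higher in *smrd-1 Δ#1* and 37 were lower, and 13 had an unadjusted p under 0.05. The log2 fold changes ran from -0.91 to 1.50 with a median of -0.11. Adjusted over the list alone, 5 genes had a p-value of at most 0.05. DESeq2 called 5 genes of the family, 0 of them lower and 5 higher as labelled (Fisher's exact test, one-sided, adjusted p = 0.000222 for the higher genes). DESeq2 on genes with at least 10 counts in total gave 0.000794 from the same Fisher's test. Neither p-value is independent of the paper's calls, since the list was compiled after Table S4 was read. The 5 called genes were *ugt-4*, *ugt-47*, *ugt-49*, *ugt-51* and *ugt-53*, which were singled out after their values were seen. The largest change among them was in *ugt-4* on chromosome V (12793014 to 12795336), at 2.01 ± 0.892 CPM (SD, n = 4) in the libraries labelled non-Tg and 5.69 ± 1.05 (SD, n = 4) in those labelled *smrd-1 Δ#1*. Its log2 fold change was 1.50 (standard error 0.325, adjusted p = 0.246 from edgeR). The other 4 genes had log2 fold changes of 0.35 for *ugt-47*, 0.40 for *ugt-49*, 1.00 for *ugt-51* and 1.07 for *ugt-53*, with edgeR's adjusted p between 0.171 and 0.282. Under the covariate that divides replicates 1 and 2 from 3 and 4, edgeR called 9 ugt genes, 3 lower and 6 higher as labelled. All 5 genes that DESeq2 called were among them (adjusted p from 0.0255 to 0.0368 from edgeR). Under the replicate block edgeR called 1 ugt gene, lower as labelled. Many genes of the family are close paralogs, so reads that mapped to more than 1 of them were not counted.

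The nucleotide-sugar transporter list, which covers transporters of UDP-galactose and of other nucleotide sugars, held 14 genes, of which 13 were tested. edgeR called 0, 1 had an unadjusted p under 0.05, and the smallest adjusted p was 0.515. As labelled, 3 genes were higher and 10 were lower, with a median log2 fold change of -0.08. *nstp-7*, a transporter gene of this list on chromosome V (581916 to 583431) that was singled out after its values were seen, did not pass edgeR's filter. It had 0.763 ± 0.803 CPM (SD, n = 4) in the libraries labelled non-Tg and 0.031 ± 0.047 (SD, n = 4) in those labelled *smrd-1 Δ#1*. DESeq2 called it lower as labelled, the only called gene of the list (Fisher's exact test, one-sided, adjusted p = 0.222). Under the covariate that divides replicates 1 and 2 from 3 and 4, edgeR called 1 gene of the list, higher as labelled.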

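The list of genes for H3K9 methylation and its readers held 13 genes, among them the methyltransferase genes *met-2* and *set-25* and the HP1 genes *hpl-1* and *hpl-2*. edgeR called 0 of the 13 and 0 had an unadjusted p under 0.05. As labelled, 9 were higher in *smrd-1 Δ#1* and 4 were lower, with log2 fold changes from -0.03 to 0.22. The called genes were spread over the 6 chromosomes unequally. Chromosome V held 13 of the 26, or 50.0%, against 20.8% of the genes tested (Fisher's exact test, two-sided, p = 0.000895, adjusted p = 0.00627 over 7 chromosomes including the mitochondrial one). That test takes called genes as independent, while several of those on chromosome V lie next to each other. Its p-value is too small if such neighbours changed together. Of the 26 genes, 8 had another called gene within 20000 bases. In 10000 random draws of as many tested genes, matched on expression, the mean was 0.29 (one-sided permutation test, p = 0.0001, the smallest p that the draws can give). The count was 7 within 5000 bases and 8 within 100000 bases (permutation p = 0.0032 for the latter). With the 929 genes that edgeR called after the replicates were divided as above, 309 had a called neighbour against a mean of 313 in the draws (permutation p = 0.594). Taken between a called gene and the next within that distance of 20000 bases, there were 5 pairs, and the genes of each pair changed in the same direction as labelled. One run on chromosome V joined *fbxa-192*, *fbxa-193*, WBGene00010294 and *dgat-2*, which was singled out after its values were seen. The paper takes the differentially expressed genes and their enriched pathways together, and from them it proposes broad changes of a kind that remodeling of chromatin could give.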

Taken together, these data suggest broad changes occur in the transcriptome consistent with chromatin remodeling changes.

**FIGURE 5:**
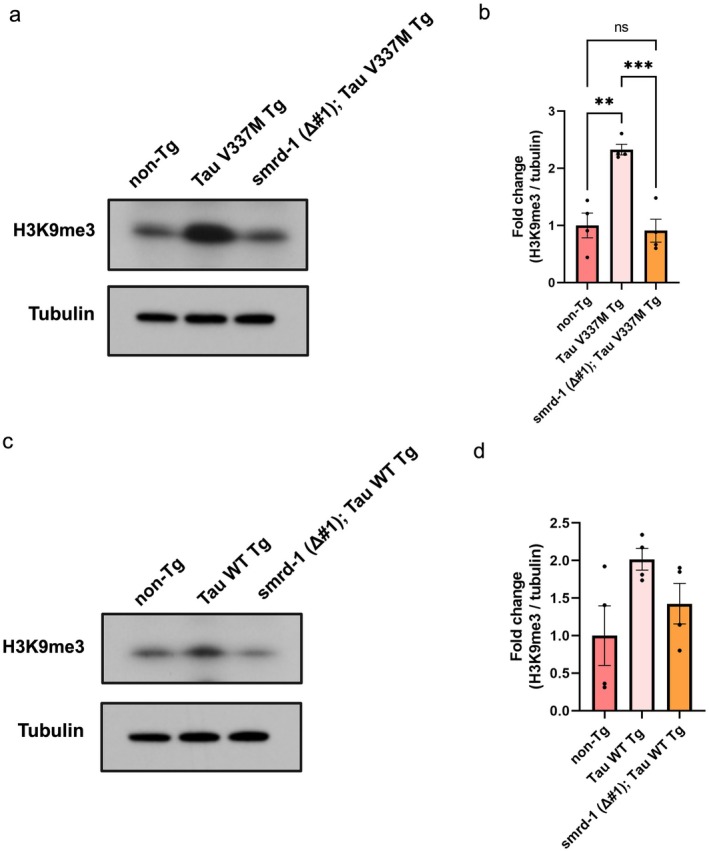
Heterochromatic changes in SMARCAD loss of function. (a) Immunoblot measuring heterochromatin marker H3K9me3 in day 1 adult lysates of animals in Tau *V337M* Tg background. (b) Quantification indicates a significant increase in Tau *V337M* Tg animals as compared to non Tg which is brought back to normal levels in *smrd‐1* (*Δ#1*); Tau *V337M* double transgenic animals. (c) H3K9me3 immunoblot in Tau WT Tg background animals. (d) Quantification indicates a trending but not statistically significant increase in H3K9me3 in Tau WT Tg animals as compared to non Tg animals, and a modest non‐significant decrease in *smrd‐1* (*Δ#1*); Tau WT double transgenic animals. Statistical comparison made with one‐way ANOVA with Tukey's post hoc test, *n* = 3‐4, *p* < 0.05, * *p* < 0.01, ** *p* < 0.001.

**FIGURE 6:**
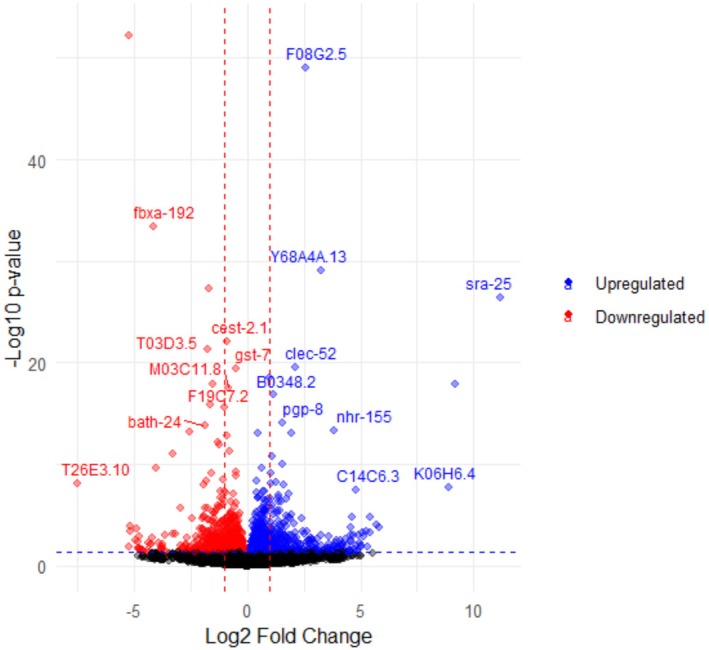
Transcriptomic alterations in *smrd‐1* (*Δ#1*) animals. Volcano plot of bulk RNA sequencing performed on L4 staged *smrd‐1* (*Δ#1*) versus Non Tg animals. Red dots indicated down regulated genes and blue dots indicate upregulated genes.

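Figure 6 labels 17 genes. edgeR tested 16 of them and called 14. As labelled, 8 of the 17 were higher in *smrd-1 Δ#1* and 9 were lower. In the paper's table of the comparison, each of the 17 has the opposite sign. F08G2.5, on chromosome II (13833095 to 13833631), fell from 23.4 ± 3.39 CPM (SD, n = 4) in the libraries labelled non-Tg to 3.88 ± 0.64 (SD, n = 4) in those labelled *smrd-1 Δ#1*. Its log2 fold change was -2.59 (standard error 0.168, adjusted p = 0.00234 from edgeR). The pseudogene *fbxa-193*, a called gene that Figure 6 does not label, had a log2 fold change of 5.18 (standard error 0.388, adjusted p = 0.00261 from edgeR). Its neighbour *fbxa-192*, on chromosome V (17640672 to 17650527), rose from 0.227 ± 0.135 CPM (SD, n = 4) to 3.98 ± 0.505 (SD, n = 4), a log2 fold change of 4.12 (standard error 0.377, adjusted p = 0.00644 from edgeR). One library labelled non-Tg lay apart from the others of its group for *fbxa-192* (replicate 3) and for B0348.2 (replicate 1). The log2 fold change of Y68A4A.13 was -3.28 (adjusted p = 0.00496 from edgeR), and that of *nhr-155* was -3.83 (adjusted p = 0.0445 from edgeR).

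*sra-25*, on chromosome I (12686116 to 12688206), had 453, 447, 380 and 413 counts in the libraries labelled non-Tg and 0 in each library labelled *smrd-1 Δ#1*. Against the floor it was at least 140-fold lower in the latter (adjusted p = 0.00234 from edgeR). The pseudogene T26E3.12, which begins 729 bases before it, had 118, 95, 97 and 119 counts in the libraries labelled non-Tg and 0 in the others, at least 35.2-fold lower (adjusted p = 0.00644 from edgeR). T26E3.10, in the same region (12681845 to 12682702), had 0 counts in each library labelled non-Tg and 38, 63, 16 and 12 in those labelled *smrd-1 Δ#1*, at least 10.8-fold higher (adjusted p = 0.220 from edgeR). K06H6.4, on chromosome V (579277 to 581372), had 6, 8, 120 and 240 counts in the libraries labelled non-Tg and 0 in the others. On the group mean it was at least 29.4-fold lower, a bound that rests on replicates 3 and 4, and it did not pass edgeR's filter. C14C6.3 had 48, 32, 253 and 538 counts in the libraries labelled non-Tg and 6, 2, 16 and 6 in the others, with a log2 fold change of -4.79 (standard error 1.02, adjusted p = 0.232 from edgeR). DESeq2 called all 3 of the labelled genes that edgeR did not call, with adjusted p-values of 3.06e-06 for T26E3.10, 0.00111 for K06H6.4 and 7.52e-06 for C14C6.3.

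The other genes of the figure changed less. As labelled, log2 fold changes were 0.50 for *gst-7*, 0.91 for *cest-2.1*, 1.02 for F19C7.2, 1.75 for T03D3.5 and 1.87 for *bath-24*. They were -1.18 for B0348.2, -1.57 for *pgp-8* and -2.10 for *clec-52*. The adjusted p from edgeR was between 0.00947 and 0.0351 for these 8 genes. With the replicate block, 7 of the 14 called genes rose above an adjusted p of 0.05, namely *sra-25*, T03D3.5, *gst-7*, F19C7.2, *pgp-8*, *bath-24* and *nhr-155* (0.0521 to 0.0820 from edgeR). Of 11 other *C. elegans* genes that the paper names, edgeR called 0, with log2 fold changes from -0.20 to 0.10 and a smallest adjusted p of 0.733.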

### 3.6 SMARCAD1 Lowering Occurs in Alzheimer's Disease Subjects With MSUT2 Depletion

Previously, it has been shown that recessive loss‐of‐function mutations in the *sut‐2* locus suppress the Unc phenotype, tau aggregation and neurodegenerative changes caused by human tau in *C. elegans* (Guthrie et al. 2009). Like *smrd‐1*, *sut‐2* is a neuronal nuclear speckle resident protein involved in tauopathy mechanism in *C. elegans*. Furthermore, H3K9me3 modification marks nuclear speckle adjacent heterochromatin typically associated with active gene expression (Yu et al. 2025). Loss of the *sut‐2* mammalian homolog, *Msut2*, also showed protection against tau pathology and gliosis in a murine PS19 tauopathy model. In human AD subjects, depletion of MSUT2 staining correlated with earlier onset of AD, more severe tau neuropathology, and worsened neurodegeneration, suggesting MSUT2 abundance controls tauopathy severity. (Wheeler et al. 2019). To examine whether a similar depletion of SMARCAD1 occurs in disease, we analyzed SMARCAD1 staining in AD subjects but did not find any significant changes as compared to no dementia controls. However, when we segregated AD subjects based on MSUT2 staining as MSUT2 present (MSUT2+) and MSUT2 depleted (MSUT2−/severe tauopathy) subjects. We observed SMARCD1 staining was significantly lower in MSUT2‐ subjects as compared to MSUT2+ and no dementia subjects (Figure 7a–d) suggesting a parallel relationship between SMARCAD1 and tauopathy.

**FIGURE 7:**
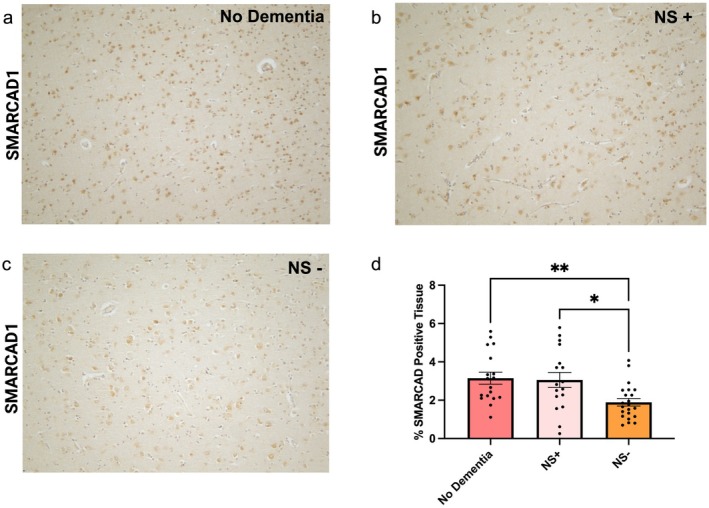
SMARCAD1 immunostaining reduced in postmortem tissue with reduced MSUT2 staining. Medial Temporal gyrus of cognitively normal and dementia subjects were stained for MSUT2 (marker of Nuclear speckle, NS) and SMARCAD1. Subjects were categorized as NS+ and NS− based on MSUT2 staining. (a–c) SMARCAD1 staining in (a) controls, (b) Dementia NS+, and (c) Dementia NS− subjects. (d) Quantification of immunohistochemistry showed percent positive tissue for SMARCAD1 staining in Dementia with NS− subjects as compared to Dementia NS+ and healthy controls. One‐way ANOVA with Bonferroni's post hoc analysis. **p < 0.01, *p < 0.05.

## 4 Discussion

Using forward genetic screening, we identified two putative loss of function mutations in *smrd‐1* that suppressed tauopathy associated neuronal dysfunction in tau transgenic *C. elegans* . To confirm the suppression, we obtained an additional putative loss of function *smrd‐1* allele and generated two *smrd‐1* deletion alleles using the CRISPR‐Cas9 genome editing system (Kow et al. 2021). All *smrd‐1* alleles rescued the tauopathy associated behavioral phenotype and reduced neurodegeneration. Loss of *smrd‐1* also reduced total and phosphorylated tau protein levels in both Tau WT and Tau *V337M* animals, likely through decreased tau mRNA. Heterozygous expression of *smrd‐1* showed modest yet significant rescue of the behavioral phenotype in Tau WT animals, making it a promising target. *Smrd‐1* mediated rescue seems to be specific to tauopathy, as loss of *smrd‐1* in TDP‐43 expressing animals had no change in TDP‐43 associated neuronal dysfunction.

To understand whether loss of SMARCAD1 can rescue tauopathy in mammalian cells, we silenced SMARCAD1 in HEK‐tau cells and observed a similar reduction in phosphorylated and total tau protein levels and human tau transcripts. This suggests SMARCAD1 has a conserved mechanism suppressing tauopathy as it rescues pathogenic tau across different model systems.

SMARCAD1 is a DNA helicase with ATP‐dependent nucleosome remodeling capabilities and is required for maintenance of heterochromatin organization. While SMARCAD1 regulates global H3K9me3 levels on chromatin (Rowbotham et al. 2011), there are also reports of static global H3K9me3 with regulation of H3K9me3 only at SMARCAD1‐binding sites (Sebastian‐Perez et al. 2025; Xiao et al. 2017). We assessed histone methylation associated with heterochromatin status by measuring the repressive marks, H3K9me3 levels, in the presence and absence of *smrd‐1* in *C. elegans* . Interestingly, tau Tg animals expressed higher H3K9me3 as compared to non‐Tg animals. This elevated H3K9me3 was brought back to normal levels in *smrd‐1 Δ#1;* tau Tg, confirming loss of *smrd‐1* lowers heterochromatin levels. The restoration of heterochromatin to wild‐type levels does not necessarily indicate its precise re‐establishment at the original genomic regions and the effect of *smrd‐1* on re‐establishment needs further investigation. It has been shown that AD subjects have elevated H3K9me3 immunoreactivity compared to controls, and they also exhibit differences in locations of H3K9me3 marks. In these subjects, H3K9me3‐enriched genes and chromatin regions are associated with synaptic transmission, neuronal differentiation, and cell motility, which includes *BDNF*, *GABBR1*, *GABBR2*, and *GPRASP1* (Lee et al. 2020). Increased H3K9me3 in our tau transgenic animals could indicate increased repression of these synaptic genes. Although loss of *smrd‐1* restores gross H3K9me3 levels in tau transgenic animals, further studies are needed to determine whether *smrd‐1 Δ#1;* tau Tg animals have similar marked H3K9me3 genomic regions as compared to non‐Tg animals. While we propose chromatin remodeling alters tauopathy, tau has also been shown to affect chromatin compaction (Rico et al. 2021). Since we observed elevated H3K9me3 in tau‐transgenic animals, we propose that tau regulates heterochromatin through *smrd‐1*. However, we also observe clearance of MAPT mRNA and protein upon *smrd‐1* deletion. This suggests a possible feedback loop mechanism of regulation worth further investigation. Tau‐transgenic *Drosophila* and mice were shown to have widespread heterochromatin loss and restoring heterochromatin suppressed tau‐mediated neuronal apoptosis in *Drosophila*, similar to our observation in *C. elegans* (Frost et al. 2014). We suggest SMARCAD1 regulates tau mRNA expression while increased tau levels could in turn alter heterochromatin through SMARCAD1 in a mechanism conserved in both *C. elegans* and *Drosophila*. Our data in hand does not directly address this mechanism, but further genomic investigations are warranted to confirm the heterochromatin mechanism of tauopathy also occurs in mammalian systems.

Transcriptomic analysis of *smrd‐1 Δ#1* animals revealed alteration in several pathways including UDP glycosylation, TGF‐β, and transmembrane receptor protein serine/threonine kinase. Upregulated genes were enriched in UDP‐galactose transmembrane activity whereas downregulated genes showed enrichment in UDP‐glycosyltransferase activity. This indicates overall reduction in UDP glycosylation. 

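The level of the ugt family as a whole was taken in each library as the mean over its 65 tested genes of log2 CPM, with a prior count of 2 and each gene centred on its mean over the 8 libraries. It was 0.02 ± 0.17 (SD, n = 4) in the libraries labelled non-Tg and -0.02 ± 0.13 (SD, n = 4) in those labelled *smrd-1 Δ#1*. The difference of -0.04 was smaller than the spread between replicates (exact two-sided permutation test, p = 0.80, and 0.889 after Benjamini-Hochberg adjustment over the 10 lists). It was -0.08 within replicates 1 and 2 and 0.005 within replicates 3 and 4, and in 3 of the 4 pairs of same-numbered libraries the level was higher in the library labelled *smrd-1 Δ#1*. With each library left out in turn the difference ran from -0.10 to 0.03. The nucleotide-sugar transporter list differed by -0.15 (exact two-sided permutation test, p = 0.429, adjusted p = 0.612). That difference was 0.07 within replicates 1 and 2 and -0.37 within replicates 3 and 4.

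**Figure D4:**
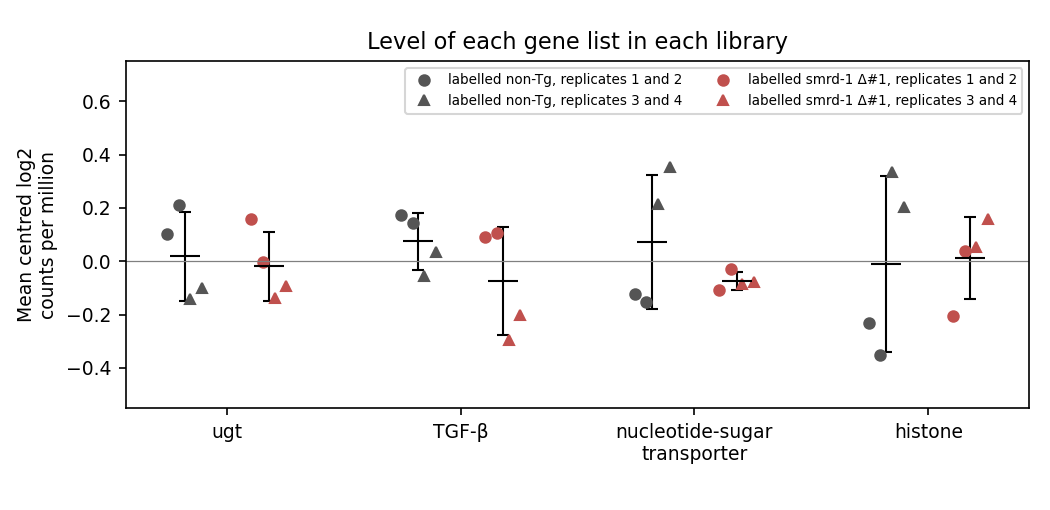
Level of 4 gene lists in each library, in mean centred log2 CPM, by label. Circles are replicates 1 and 2, triangles are replicates 3 and 4, and horizontal lines are group means with the SD (n = 4). Over all 8 libraries the groups overlap in each of the 4 lists, while for the TGF-β list both libraries labelled *smrd-1 Δ#1* lie below both labelled non-Tg within circles and within triangles.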

While pathological tau is shown to be glycosylated in AD (Liu et al. 2002; Losev et al. 2019), this reduction in UDP glycosylation might contribute to the reduction in hyperphosphorylated tau accumulation in *smrd‐1 Δ#1* animals. 

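The level of the TGF-β list, taken in the same way over its 28 genes, was 0.07 ± 0.11 (SD, n = 4) in the libraries labelled non-Tg and -0.07 ± 0.20 (SD, n = 4) in those labelled *smrd-1 Δ#1*. Over all 8 libraries the groups overlapped, with a difference of -0.15 (exact two-sided permutation test, p = 0.257, and 0.514 after adjustment). The difference was -0.06 within replicates 1 and 2 and -0.24 within replicates 3 and 4, and within each of these sets both libraries labelled *smrd-1 Δ#1* lay below both labelled non-Tg. The level was higher in the library labelled *smrd-1 Δ#1* in 0 of the 4 pairs of same-numbered libraries. The list mixes ligands, receptors, SMAD proteins and regulators, so neither its level nor the RNA of 1 member gives the activity of the pathway. Regulators may act for or against the pathway, and the list was not sorted by this. The 2 genes of the list that DESeq2 called were *lon-2* and *smoc-1*, which were singled out after their values were seen. *lon-2*, on chromosome X (4738964 to 4749083), had 24.5 ± 1.23 CPM (SD, n = 4) in the libraries labelled non-Tg and 19.0 ± 1.13 (SD, n = 4) in those labelled *smrd-1 Δ#1*. Its log2 fold change was -0.37 (standard error 0.0854, adjusted p = 0.291 from edgeR and 0.00783 from DESeq2). *smoc-1*, on chromosome V (11757658 to 11758866), had 5.11 ± 0.79 CPM (SD, n = 4) and 2.86 ± 0.763 (SD, n = 4) in the same order. Its log2 fold change was -0.84 (standard error 0.228, adjusted p = 0.430 from edgeR and 0.0317 from DESeq2). Under the covariate that divides replicates 1 and 2 from 3 and 4, chosen after seeing the data, edgeR called both genes. The adjusted p from edgeR was then 0.0238 for *lon-2* and 0.0311 for *smoc-1*. The paper's own table gives 0.37 for *lon-2* and 0.84 for *smoc-1*.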

Downregulated genes also showed enrichment in biological processes that indicated increases in TGF‐β pathway and transmembrane receptor protein serine/threonine kinase. TGF‐β has neuroprotective functions in both nematodes (Baltaci et al. 2022) and in humans with AD (Caraci et al. 2009). Increases in TGF‐β pathway could be one of the mechanisms how *smrd‐1 Δ#1* animals rescue tauopathy mediated neurodegeneration. While these pathways shed light on *smrd‐1* mechanisms that may contribute to reduced hyperphosphorylated tau protein levels and neurodegeneration, mechanisms controlling the reduction in tau transcripts require additional study.

As mentioned above, SMARCAD1 and MSUT2 are co‐localized in nuclear speckles. SMARCAD1 controls HeK9me3 methylation which demarcates heterochromatin proximity to nuclear speckles; HeK9me3 is associated with actively expressing genes (Yu et al. 2025). Furthermore, disruption of the nuclear speckle scaffold protein SRRM2 disrupts speckles and heterochromatin associated gene expression (Hu et al. 2019). In severe AD cases, we know the SRRM2 co‐localizing nuclear speckle protein MSUT2 becomes depleted as compared to normal controls. It has been hypothesized that in presence of severe tauopathy, MSUT2+ neurons degenerate leaving behind MSUT2‐ neurons that survive tauopathy (Wheeler et al. 2019). In these same severe AD cases SMARCAD1 protein appears to decrease while SMARCAD1 remained relatively unchanged in MSUT2+ subjects. While the interpretation of the SMARCAD1 protein levels and its contribution to the pathogenesis based on staining in autopsy brains is difficult, we suggest decreased SMARCAD1 may represent a compensatory mechanism to cope with enhancing tau pathology in MSUT2 depleted cases.

## 5 Conclusion

In this study, we report a novel tauopathy suppressor that ameliorates accumulation of toxic tau species and neurodegeneration in *C. elegans* tau transgenic models and in mammalian cells overexpressing human tau. Based on assessment of the heterochromatin levels, we propose SMARCAD1‐mediated tauopathy rescue involves epigenetic alterations. Further studies may pinpoint exact pathways that are altered downstream of the heterochromatin changes that contribute to the tauopathy rescue, which in turn may highlight new therapeutic ideas for tauopathy.

## Author Contributions

V.S.J., R.L.K., and B.C.K. designed research; V.S.J., A.D.B., M.B., and P.J.M. performed experiments; C.S.L. provided human post‐mortem brain specimens, neuropathological analyses, and disease staging; V.S.J., R.L.K., P.J.M., N.F.L., and B.C.K. analyzed, interpreted data, and wrote the paper; V.S.J., A.D.B., M.B., P.J.M., C.S.L., R.L.K., N.F.L., and B.C.K. edited the paper.

## Funding

This work was supported by grants from the United States (U.S.) Department of Veterans Affairs [I01BX005762 to N.F.L. and IK6BX006467 to B.C.K.] and National Institutes of Health [R01AG066729 to N.F.L., R01NS0064131 to B.C.K., P30AG066509 and U19AG066567 to C.S.L.].

## Ethics Statement

Informed consent for research brain donation was obtained according to protocols approved by the UW and KPWHRI Institutional Review Boards.

## Consent

The authors have nothing to report.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** (a) *smrd‐1* (*bk2196*) vs. Non Tg showed no significant changes in swimming assay. (b) Non Tg, *smrd‐1* (*gk485089*), *smrd‐1* (*Δ#1*), *smrd‐1* (*Δ#2*) behaved similarly with no significant changes in swimming assay. (c) Hemizygous *smrd‐1* (*bk2935*) rescues tau associated motor deficits in Tau WT Tg animals in comparison to Non Tg animals. (d, e) *smrd‐1* (*Δ#1*) does not rescue TDP‐43 associated motor deficits in TDP‐43 M337V Tg animals when expressed under (e) *snb‐1* promoter or (f) *aex‐3* promoter. Data presented as mean ± SEM frequency of body bends (turns/min) measured over the course of a minute of swimming in day 1 adults and analyzed by One‐way ANOVA with Tukey's post hoc test.
**Figure S2:** Quantification of neurons lost in animals expressing GFP in GABAergic neurons with WT *smrd‐1* and with *smrd‐1* (*Δ#1*). *N* = 12–15 animals per genotype with four independent repeats. One‐way ANOVA with Tukey's post hoc.
**Figure S3:** Bubble graph of gene enrichment for DAVID GO terms Biological processes (BP), Cellular Compartment (CC) and Molecular functions (MF) in significantly (a) upregulated genes and (b) downregulated genes. All the significant processes *p* < 0.05 are plotted.
**Table S1:** *C. elegans* strain details.
**Table S2:** Oligonucleotide sequences for qRT‐PCR primers and siRNAs.
**Table S3:** Demographic and clinical characteristics of human subjects for SMARCAD1 immunohistochemistry.
**Table S4:** Differential gene expression for smrd‐1 deletion vs. non‐Tg.

## Data Availability

Analyzed data are included within the manuscript and in Supporting Information files. RNA sequencing data are available on the GEO website GSE297216.

# Supplementary material for: Loss of SMARCAD1 Mitigates Tauopathy
**Source:** Aging Cell. 2026 May 27;25(6):e70543. doi: 10.1111/acel.70543
**Supplement:** Supplementary file 1 — Figure S1: (a) smrd‐1 (bk2196) vs. Non Tg showed no significant changes in swimming assay. (b) Non Tg, smrd‐1 (gk485089), smrd‐1 (Δ#1), smrd‐1 (Δ#2) behaved similarly with no significant changes in swimming assay. (c) Hemizygous smrd‐1 (bk2935) rescues tau associated motor deficits in Tau WT Tg animals in comparison to Non Tg animals. (d, e) smrd‐1 (Δ#1) does not rescue TDP‐43 associated motor deficits in TDP‐43 M337V Tg animals when expressed under (e) snb‐1 promoter or (f) aex‐3 promoter. Data presented as mean ± SEM frequency of body bends (turns/min) measured over the course of a minute of swimming in day 1 adults and analyzed by One‐way ANOVA with Tukey's post hoc test. Figure S2: Quantification of neurons lost in animals expressing GFP in GABAergic neurons with WT smrd‐1 and with smrd‐1 (Δ#1). N = 12–15 animals per genotype with four independent repeats. One‐way ANOVA with Tukey's post hoc. Figure S3: Bubble graph of gene enrichment for DAVID GO terms Biological processes (BP), Cellular Compartment (CC) and Molecular functions (MF) in significantly (a) upregulated genes and (b) downregulated genes. All the significant processes p < 0.05 are plotted. Table S1: C. elegans strain details. Table S2: Oligonucleotide sequences for qRT‐PCR primers and siRNAs. Table S3: Demographic and clinical characteristics of human subjects for SMARCAD1 immunohistochemistry. Table S4: Differential gene expression for smrd‐1 deletion vs. non‐Tg.

1 **Supplementary Information**

2

3 **Table S2**

| Primers/siRNA sequence              | Sequence                                                                              |
|-------------------------------------|---------------------------------------------------------------------------------------|
| human <i>MAPT</i> for Tau Tg worms  | GTGTGGCTCATTAGGCAACATCC                                                               |
|                                     | CGTTCTCGCGGAAGGTCAG                                                                   |
| <i>rpl-32</i>                       | GGTCGTCAAGAAGAAGCTCACCAA                                                              |
|                                     | TCTGCGGACACGGTTATCAATTCC                                                              |
| <i>act-1</i>                        | AGCCATCCTTCTTGGGTATG                                                                  |
|                                     | ATTCCTGGGTACATGGTGGT                                                                  |
| Human <i>MAPT</i> for HEK-tau cells | GTGTGGCTCATTAGGCAACATCC                                                               |
|                                     | CGTTCTCGCGGAAGGTCAG                                                                   |
| <i>GAPDH</i>                        | CTGGGCTACACTGAGCACCAG                                                                 |
|                                     | CCAGCGTCAAAGGTGGAG                                                                    |
| <i>SMARCAD1</i> siRNA 13.6          | 5 ' - UCUGAAAGGAUUCAUCUAAUUGATG<br>- 3'<br>3 ' - AAAGACUUUCCUAAGUAGAUUAACUAC<br>- 5 ' |

4

5

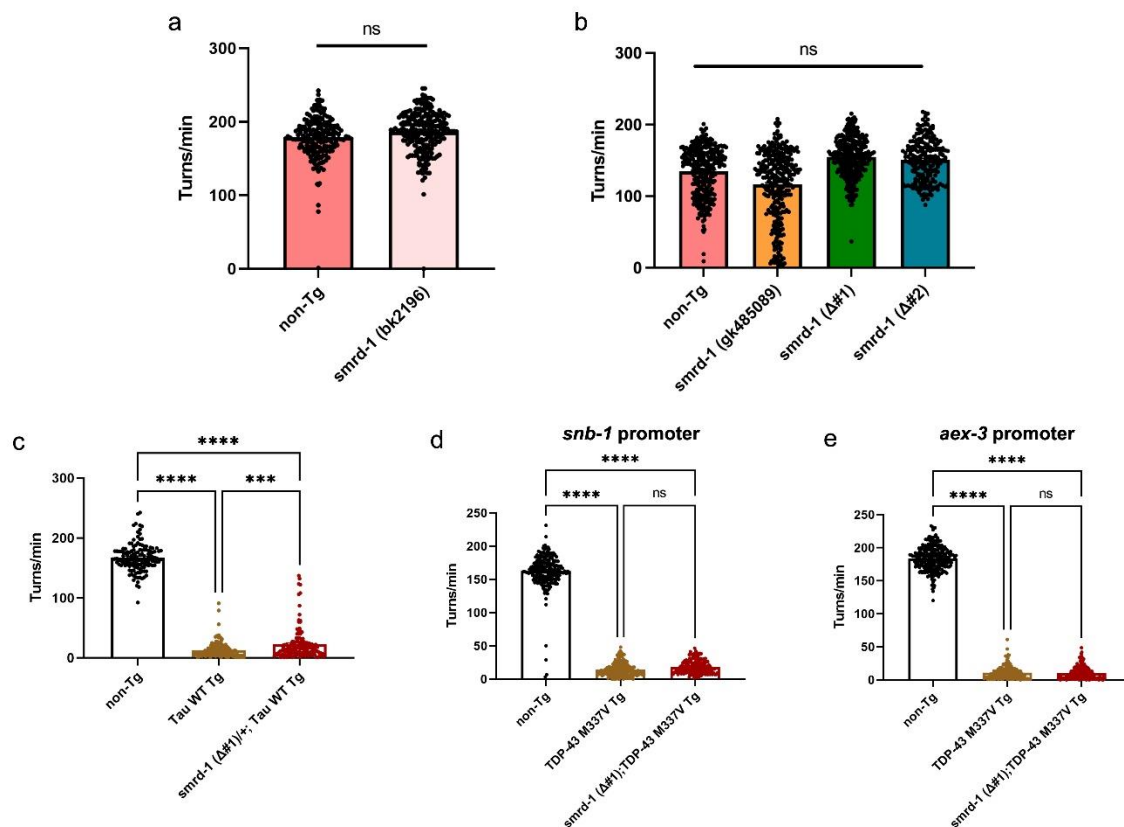

Figure S1

a. *smrd-1(bk2196)* vs Non Tg showed no significant changes in swimming assay. b.

Non Tg, *smrd-1(gk485089)*, *smrd-1(Δ#1)*, *smrd-1(Δ#2)* behaved similarly with no

significant changes in swimming assay. c. Hemizygous *smrd-1(bk2935)* rescues tau

associated motor deficits in Tau WT Tg animals in comparison to Non Tg animals. d-e.

*smrd-1(Δ#1)* does not rescue TDP-43 associated motor deficits in TDP-43 M337V Tg

animals when expressed under e. *snb-1* promoter or f. *aex-3* promoter. Data presented

as mean  $\pm$  SEM frequency of body bends (turns/min) measured over the course of a

minute of swimming in day 1 adults and analyzed by One way ANOVA with Tukey's

post hoc test.

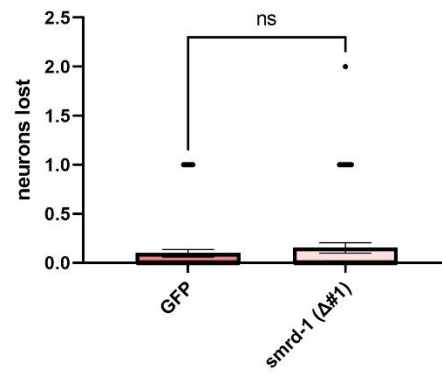

18

19 Fig.S2

20 Quantification of neurons lost in animals expressing GFP in GABAergic neurons with

21 WT *smrd-1* and with *smrd-1*( $\Delta\#1$ ). N=12-15 animals per genotype with 4 independent

22 repeats. One-way ANOVA with Tukey's post hoc.

23

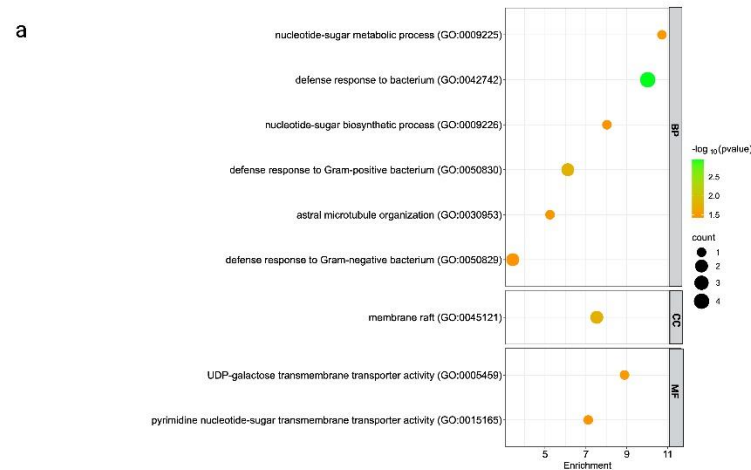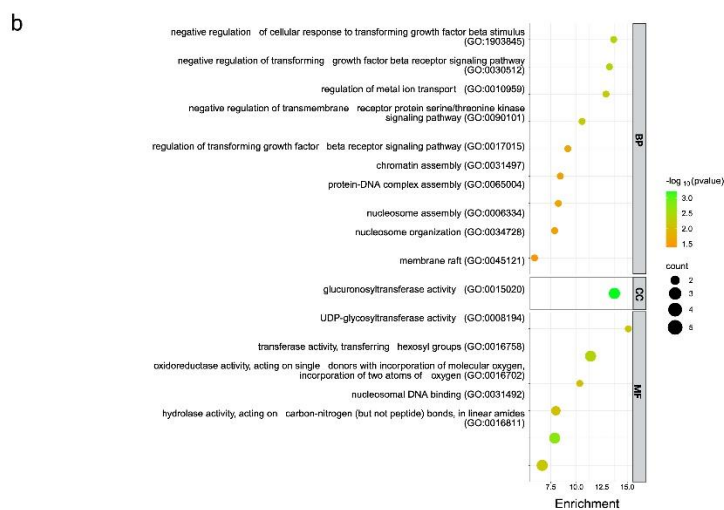

24

25 Figure S3

26 Bubble graph of gene enrichment for DAVID GO terms Biological processes (BP),

27 Cellular Compartment (CC) and Molecular functions (MF) in significantly a. upregulated

28 genes and b. downregulated genes. 

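The panels of Figure S3 come from an enrichment analysis of Gene Ontology terms. Such an analysis counts how many of the listed genes carry a term and asks whether a background set of genes would give as many by chance. The terms overlap, so one small group of genes can carry several of them, and neighbouring terms in a panel are not separate lines of data. Panel b includes chromatin and nucleosome terms, and which genes carry them was not tested here. A histone list compiled by gene symbol held 83 genes, of which 51 were tested. edgeR called 0 of them and 9 had an unadjusted p under 0.05. As labelled, 21 were higher in *smrd-1 Δ#1* and 30 were lower, with a median log2 fold change of -0.09. Over the list alone, 3 genes had an adjusted p of at most 0.05. DESeq2 called 3 histone genes, which were singled out after their values were seen. As labelled, *his-38* and *his-40* were higher and *his-72* was lower, with log2 fold changes of 1.88, 1.44 and -0.49. The adjusted p from edgeR was 0.290 for *his-38*, 0.293 for *his-40* and 0.116 for *his-72*. Under the covariate that divides replicates 1 and 2 from 3 and 4, chosen after seeing the data, edgeR called 4 histone genes. As labelled, 3 of them were higher and 1 was lower, and *his-38*, *his-40* and *his-72* were among them. The list's level differed by 0.02 between the groups (exact two-sided permutation test, p = 0.971), by 0.21 within replicates 1 and 2 and by -0.16 within replicates 3 and 4. Many histone genes have nearly identical copies, and reads that mapped to more than 1 copy were not counted. Since polyadenylated RNA was sequenced, histone transcripts without a poly(A) tail would be caught poorly. The list's level does not measure such transcripts.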

All the significant processes  $P < 0.05$  are plotted.

29

How the deposited data were processed for this re-analysis (not part of the article)

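RNA from whole *C. elegans* was sequenced in 8 libraries, 4 labelled *smrd-1 Δ#1* and 4 labelled non-Tg (the N2 strain). The condition of each library was taken from the sample titles and the study's design text, which name the libraries of each group. The replicates are numbered 1 to 4 in both groups, but neither the labels nor the paper describes a pairing, so no pairing was used in the main comparison. The paper and the study's extraction protocol give the L4 stage for these animals, while the study's design text describes adults. The tau transgenic animals of the paper were not part of these data.

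The authors aligned 150 bp paired-end reads to the WBcel235 genome with STAR 2.7.11b and counted them with featureCounts 2.0.1, and the deposited table holds raw counts per gene and library without normalization, for 46926 genes. The count command in the table's header names annotation release 112, while the paper's methods name release 113. The command has no option for read pairs or for strand, so mates were counted singly and strand was not used. In genes with at least 100 counts, between 60.5% and 63.3% of the counts were even numbers, as counting both mates of a pair gives. Reads that mapped to more than 1 place or gene were not counted. The authors also deposited a DESeq2 table for 20536 genes, each with at least 10 counts in total. In it the authors give the mean of normalized counts over the 8 libraries as a signal (baseMean), the log2 fold change with its standard error on the log2 scale, the Wald score (the log2 fold change divided by its standard error), and the p-value with its Benjamini-Hochberg adjusted p-value. That table was used only for comparison with the counts, and its values are given as the paper's.

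Total counts were between 74704022 and 78008833 per library. The gene with the most counts was *rrn-3.1* in each library, with 4.27% to 7.47% of the counts, and the 10 highest genes held 8.51% to 11.4%. A floor of 3 counts was used where a group had none, and a fold change against such a group is a lower bound. Since both mates of a pair were counted, the effective number of fragments is lower than the counts, and floors cover counting error only.

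The counts were analysed with edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3 (limma 3.58.1 was loaded by edgeR), and with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Gene positions and exons came from annotation release 115. The main comparison used edgeR's TMM normalization, its expression filter by condition, the quasi-likelihood test without covariates, and a Benjamini-Hochberg adjusted p-value of at most 0.05 over the 16808 genes that passed the filter. Standard errors of edgeR's log2 fold changes were computed as the size of the log2 fold change divided by the square root of the F statistic. The level in CPM is normalized by TMM. Single values were compared with exact two-sided permutation tests over the 70 arrangements of 4 libraries against 4, of which the smallest p is 0.0286. Gene lists were tested with one-sided Fisher's exact tests against all genes tested, adjusted over 20 tests. The number of called genes with another called gene within 20000 bases, start to start, was compared with 10000 random draws of as many tested genes matched on expression decile, for which the smallest possible p is 0.0001.

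The 10 gene lists (ugt, TGF-β, nucleotide-sugar transporter, histone, H3K9 methylation and readers, vitellogenin, major sperm protein, collagen, oocyte and actin) were compiled by gene symbol before the counts were examined but after Table S4 of the paper was read, so they are not independent of the authors' calls. The genes named in the text follow a rule set before the data were examined. It takes every gene labelled in Figure 6, *smrd-1*, 11 other *C. elegans* genes that the paper names, list members called by edgeR, and the 5 called genes with the largest change in each direction among those whose groups do not overlap. The rule gave 31 genes. Genes outside it are said to have been chosen after their values were seen.

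The tests were tried on simulated data with planted changes. In counts simulated for 4 libraries against 4, with 100 genes changed by a log2 of 1 and 100 by a log2 of 2, edgeR recovered 47% and 96% of them and made 6 false calls among 149. DESeq2 recovered 73% and 99% and made 68 false calls among 240. No difference between sets of replicates was planted, so these shares need not hold in the real counts. The neighbour test gave a p of at most 0.05 in 4 of 100 random gene sets and p = 0.001 for a planted set of 120 neighbouring genes (permutation test).

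The alternatives set before the data were examined were DESeq2 with and without independent filtering, DESeq2's size factors in edgeR, no filter beyond 1 count in total, a filter of at least 10 counts in every library, the replicate number as a block, each library left out in turn, a log2 fold change limit of 1, another way of counting higher and lower genes, a prior count of 0.5, and neighbour distances of 5000 and 100000 bases or without pairs that share a name prefix. The way of counting higher and lower genes was chosen with the paper's counts in hand. Alternatives added after seeing the data divide the replicates into 1 and 2 against 3 and 4, use DESeq2 on genes with at least 10 counts in total, halve the counts, change edgeR's dispersion method, or exchange the groups. Gene Ontology enrichment was not recomputed, because the term annotation behind it was not used here.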

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

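All tests in this part were chosen only after the results were seen. Of 80 groups of 4 libraries examined, 2 had a library far from the other 3, and chance gives about 4, so the pair of them is no more than chance gives. In the libraries labelled non-Tg, *fbxa-192* was at 0.428 CPM in replicate 3 and between 0.148 and 0.169 in the others. B0348.2 was at 10.5 CPM in replicate 1 and between 9.08 and 9.14 in the others. No biological explanation was tested for either library. Reads shared between paralogs are a technical explanation that applies to *fbxa-192*, which belongs to a large family, and no test here separates it for a single library. Both genes lie apart between the labelled groups by more than these gaps, with log2 fold changes from 3.96 to 4.62 for *fbxa-192* and from -1.25 to -1.10 for B0348.2 across the fits that each left out 1 library.

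The pseudogene T26E3.12, which the paper's text does not discuss, had a mean of 1.41 CPM in the libraries labelled non-Tg and 0 counts in those labelled *smrd-1 Δ#1*. It begins 729 bases before *sra-25*, which had 0 counts in the same libraries, while T26E3.10 and *clec-103* in the same region had counts only in the libraries labelled *smrd-1 Δ#1*. A group in which each library has 0 counts at this depth may reflect a difference in the genome of the strains, such as a variant against the reference that removes or adds sequence. Reads shared between paralogs were tested by leaving out neighbouring pairs that share a name prefix. The number of called genes with a neighbour was 8 with and without those pairs (permutation p = 0.0001, the smallest the draws can give), so leaving them out changed nothing and the test cannot rule out shared reads. Among the 275 genes that DESeq2 called on genes with at least 10 counts in total, leaving them out lowered the number from 82 to 72. The draws gave a mean of 30.2 (permutation p = 0.0001), so pairs that share a prefix do not account for that grouping. Paralogs with unlike names were not tested. Strain variants were looked for as neighbours that changed in the same direction, and all 5 pairs of a called gene and the next called gene within 20000 bases did. Local regulation would give the same direction, so this count cannot separate strain variants from an effect of *smrd-1*, and the pattern cannot be told apart from a strain variant or from shared reads. The length of the called genes was not different from that of random lists matched on expression (median 1148.5 against 1280 bases, two-sided permutation p = 0.406).

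H04D03.5, a snoRNA gene on the plus strand of chromosome III from 10432343 to 10432476, lies inside intron 6 of *smrd-1*. It was chosen after its values were seen. It had 2, 24, 5 and 10 counts in the libraries labelled non-Tg, a mean of 0.138 CPM, and 0 counts in each library labelled *smrd-1 Δ#1*, at least 3.45-fold lower. That bound on the group mean rests largely on replicate 2 (0.337 CPM), and replicate 1, with 2 counts, was under the floor of 3. All 4 libraries labelled non-Tg and 0 of those labelled *smrd-1 Δ#1* had a count (Fisher's exact test, two-sided, p = 0.0286). Since counting did not use strand, unspliced *smrd-1* RNA could be counted on this gene. A deletion that reached into the intron could also remove the gene itself. The counts are low, and they do not separate exchanged sample labels from a deletion of that kind, so the pattern cannot be told apart from exchanged labels. Library depth was not different between the groups (exact two-sided permutation test, p = 0.571).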

How the results depend on the processing

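The tests in this part that use alternatives added later were chosen only after the results were seen, and the alternatives listed first were set before the data were examined. The main comparison called 26 genes, 15 higher and 11 lower as labelled. That count stayed within 1.5 times of 26 with DESeq2's size factors in edgeR, with no filter beyond 1 count, with at least 10 counts in every library, with the replicate block and with the log2 limit of 1, where it was between 20 and 26. With DESeq2, 251 genes were called with independent filtering (127 higher, 124 lower) and 226 without it (111 higher, 115 lower), and the cause was not tested. On simulated data with changes planted only between the groups, DESeq2 made 68 false calls among 240 and edgeR 6 among 149. No difference between sets of replicates was planted, while these data hold such a difference. The simulation therefore cannot tell what share of DESeq2's calls here is false. With the covariate that divides the replicates, chosen after seeing the data, edgeR called 214 of the 275 genes that the paper calls. Across the 8 fits that each left out 1 library, edgeR called from 7 to 14 genes, from 3 to 7 of them higher and from 3 to 7 lower, and the cause was not tested.

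The log2 fold change of *smrd-1* was positive under every alternative that kept the labels, from 0.77 to 0.85 across the fits that each left out 1 library, and only without *smrd-1 Δ#1* replicate 1 did its adjusted p pass 0.05 (0.0574; its alternatives ran from 4.14e-16 to 0.0574). With the groups exchanged it was -0.83. With the replicate block in place of none, 1 ugt gene was called lower (Fisher's exact test, one-sided, adjusted p = 0.909). DESeq2 with independent filtering called 5 ugt genes higher (adjusted p = 0.000222), 2 TGF-β genes lower (0.0553), 1 nucleotide-sugar transporter gene lower (0.222), 1 histone gene lower (0.862) and 2 higher (0.209). DESeq2 without independent filtering called the same numbers, 5, 2, 1, 1 and 2 (0.000116, 0.0478, 0.206, 0.810 and 0.164). Over all settings of these lists the adjusted p ran from 0.000116 to 1. The cause of these changes was not tested. edgeR called 0 genes of each of these lists in the main comparison, and 13 ugt, 3 TGF-β, 1 transporter and 9 histone genes had an unadjusted p under 0.05. The levels of the 4 lists were recomputed only with a prior count of 0.5, with DESeq2's size factors and with each library left out. With the prior count and the size factors they kept their direction and their exact p stayed above 0.05. With a library left out, for which no p was computed, the differences of the ugt and histone lists changed sign in some fits (from -0.10 to 0.03 and from -0.09 to 0.14). Those of the TGF-β and transporter lists kept their sign but varied in size (from -0.21 to -0.08 and from -0.22 to -0.05). DESeq2 without independent filtering gave 71 called genes with a called neighbour, against 8 in the main comparison, out of 226 and 26 called genes, and the cause was not tested. The other neighbour distances gave 7 and 8.

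Among the other results, which are the single named genes apart from *smrd-1* and the levels of the other lists, the alternatives set before the data were examined left 169 unchanged, weakened 8 and strengthened 4, and 0 reversed. All 8 weakened under the replicate block. Across the fits that each left out 1 library, 70 were weaker and 210 unchanged. Results counted as unchanged could still change sign, as the level of the actin list did (from -0.12 to 0.03). So did the log2 fold changes of *aex-3*, *myo-2*, *rpl-32*, *snb-1*, *sut-2*, *sut-6* and *xbp-1*, which edgeR did not call. The widest of these ranges was that of *myo-2* (from -0.58 to 0.24).

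The other alternatives were chosen after seeing the data. With replicates 1 and 2 against 3 and 4 as a covariate, edgeR called 929 genes (449 higher, 480 lower) and DESeq2 on genes with at least 10 counts in total called 2531 (1396 higher, 1135 lower). The covariate took edgeR's common dispersion from 0.0852 to 0.0335. With replicates 1 and 3 against 2 and 4 edgeR called 12 genes (6 higher, 6 lower), and with 1 and 4 against 2 and 3 it called 9 (4 higher, 5 lower). Replicates 1 and 2 of each group alone gave 273 genes (171 higher, 102 lower) and replicates 3 and 4 gave 2078 (1129 higher, 949 lower), with 140 genes in both. DESeq2 on genes with at least 10 counts in total called 275 genes with or without independent filtering (135 higher, 140 lower). With the groups exchanged these were 140 higher and 135 lower, and when only genes above a log2 fold change of 1 count as higher and every other called gene as lower, 63 and 212. Halving the counts, because both mates were counted, gave 26 genes in edgeR and 253 in DESeq2 (123 higher, 130 lower). edgeR called 24 genes with robust dispersions and 27 with its newer quasi-likelihood method. Apart from the covariate, the cause was not tested.

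With the covariate, edgeR called 3 ugt genes lower and 6 higher (Fisher's exact test, one-sided, adjusted p = 0.660 and 0.0663), 2 TGF-β genes lower (0.543), 1 transporter gene higher (0.660), and 1 histone gene lower and 3 higher (1 and 0.517). DESeq2 on genes with at least 10 counts in total called 5 ugt genes higher (0.000794), 2 TGF-β genes lower (0.104), 1 transporter gene lower (0.305), and 1 histone gene lower and 2 higher (1 and 0.288). With the groups exchanged, these became 5 ugt genes lower, 2 TGF-β genes higher, 1 transporter gene higher, and 2 histone genes lower and 1 higher. With the groups exchanged and the other way of counting, 5 ugt genes (0.00642), 2 TGF-β genes (0.168) and 3 histone genes (0.168) counted as lower and 1 transporter gene as higher (0.169). Of the genes called by DESeq2 on genes with at least 10 counts in total, 82 had a called neighbour, and 72 when pairs that share a name prefix were not counted. With the covariate, 309 of 929 did, which is no more than random draws give (permutation p = 0.594, against 0.0001 to 0.0032 in the other settings). Among the single named genes apart from *smrd-1*, the covariate left 27 unchanged and strengthened 2.

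Depth limits the genes with few counts. T26E3.10, K06H6.4, *sra-25* and T26E3.12 have a group without counts, so their fold changes are lower bounds, and H04D03.5 and *nstp-7* did not pass edgeR's filter.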

Differences from the paper's values

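All tests added in this part were chosen only after the results were seen. The paper's value for the number of differentially expressed genes is 275, and the value here is 26. Of the alternatives set before the data were examined, DESeq2 with independent filtering (251) and without it (226) came within 1.5 times of the paper's value, and edgeR with DESeq2's size factors (26), without a filter (25), with the stricter filter (23), with the replicate block (26), with the log2 limit of 1 (20) and with each library left out (7 to 14) did not. DESeq2 on genes with at least 10 counts in total, with or without independent filtering, gave 275, the same genes as the paper's, and was chosen after seeing the values. DESeq2 on halved counts (253) and edgeR on replicates 1 and 2 alone (273, of which 45 are among the paper's) were also within 1.5 times and were chosen after seeing the values.

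The paper's numbers are 63 upregulated and 212 downregulated genes, and those here are 15 higher and 11 lower as labelled. Taken singly, none of the alternatives set before the data were examined closed the gap for either number. DESeq2 with independent filtering gave 127 and 124, and without it 111 and 115. Combined with the other way of counting, as labelled, DESeq2 gave 69 and 182 with independent filtering and 64 and 162 without it. On genes with at least 10 counts in total that combination gave 71 and 204. These numbers are within 1.5 times of the paper's without exchanging the groups. DESeq2 on genes with at least 10 counts in total, with the groups exchanged, genes above a log2 fold change of 1 counted as higher and every other called gene as lower, gave 63 and 212. That setting was chosen after seeing the values. In the paper's table, 140 of the 275 genes have a log2 fold change above 0 and 135 below 0. In that table 63 called genes are above 1, and the called genes less those 63 are 212. The paper's numbers are matched by this split and not by the sign. Its 212 would then include genes with a log2 fold change between 0 and 1.

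For each of the 17 genes labelled in Figure 6, the log2 fold change here has the opposite sign to the paper's. The paper's values are 2.59 for F08G2.5, -4.14 for *fbxa-192*, 3.28 for Y68A4A.13, -0.91 for *cest-2.1*, -1.76 for T03D3.5, -0.51 for *gst-7*, -0.83 for *smrd-1*, 2.10 for *clec-52*, 1.18 for B0348.2, -1.02 for F19C7.2, 1.57 for *pgp-8*, -1.88 for *bath-24*, 3.83 for *nhr-155* and 4.81 for C14C6.3. The values here are, in the same order, -2.59 for F08G2.5, 4.12 for *fbxa-192*, -3.28 for Y68A4A.13, 0.91 for *cest-2.1*, 1.75 for T03D3.5, 0.50 for *gst-7*, 0.83 for *smrd-1*, -2.10 for *clec-52*, -1.18 for B0348.2, 1.02 for F19C7.2, -1.57 for *pgp-8*, 1.87 for *bath-24*, -3.83 for *nhr-155* and -4.79 for C14C6.3. For the 3 genes with a group at the floor, the paper's values are 11.17 for *sra-25*, 8.92 for K06H6.4 and -7.49 for T26E3.10, and the bounds here are -7.13 or below, -4.88 or below and 3.44 or above. None of the alternatives set before the data were examined changed a sign. Exchanging the groups, which was chosen after seeing the values, gives *smrd-1* a log2 fold change of -0.83.

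The paper calls C14C6.3, T26E3.10 and K06H6.4 differentially expressed, and edgeR here did not. DESeq2 with and without independent filtering called all 3 (adjusted p from 3.06e-06 to 0.00141), and edgeR with replicates 1 and 2 against 3 and 4 as a covariate, chosen after seeing the values, called C14C6.3 (0.00708) and T26E3.10 (0.0189). Of the 275 genes that the paper calls, DESeq2 called 250 with independent filtering and 226 without it, edgeR without a filter 25 and with the replicate block 18. Without non-Tg replicate 1 and without *smrd-1 Δ#1* replicate 4, edgeR called 14 and 9 of them, of which 13 and 8 are among the 26. Of settings chosen after seeing the values, the covariate gave 214 of them in edgeR and 260 in DESeq2, halved counts 241 in DESeq2 and 26 in edgeR, the newer quasi-likelihood method 27, and replicates 3 and 4 alone 169.

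The paper places UDP-glycosyltransferase genes among the downregulated genes. edgeR called 0 ugt genes, 13 had an unadjusted p under 0.05, and DESeq2 called 5, all higher as labelled. The paper places UDP-galactose transport among the upregulated genes. edgeR called 0 nucleotide-sugar transporter genes, 1 had an unadjusted p under 0.05, and the 1 gene that DESeq2 called was lower as labelled. The paper lists TGF-β components as downregulated, while its Discussion reads the enrichment among those genes as an increase in the pathway. edgeR called 0 genes of the TGF-β list, 3 had an unadjusted p under 0.05, and the 2 genes that DESeq2 called were lower as labelled. The RNA of these genes alone does not give the activity of the pathway. With the groups exchanged, DESeq2 on genes with at least 10 counts in total called 5 ugt genes lower, 1 transporter gene higher and 2 TGF-β genes higher, a setting chosen after seeing the values. The paper lists nucleosome terms among the downregulated genes. edgeR called 0 histone genes, 9 had an unadjusted p under 0.05, and DESeq2 called 1 lower and 2 higher as labelled. In the same setting with the groups exchanged, 2 histone genes were lower and 1 higher. If the other way of counting is added, 5 ugt, 2 TGF-β and 3 histone genes count as lower and 1 transporter gene as higher. Those are the paper's directions, but this setting was also chosen after seeing the values. It counts called genes with a log2 fold change between 0 and 1 as lower.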

Other observations

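All tests in this part were chosen only after the results were seen. The paper's deposited table gives *smrd-1* a log2 fold change of -0.83, and the counts as labelled give 0.83. For every gene of that table, the log2 fold change that DESeq2 gives on the deposited counts as labelled has the opposite sign and the same size, to within 3e-05.

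A candidate explanation for the higher *smrd-1* counts in the libraries labelled *smrd-1 Δ#1* is that the sample labels of the count table are exchanged between the groups. If the libraries labelled non-Tg carried the deletion, *smrd-1* would keep exons 7 to 9, and the loss of exons 1 to 6 alone would change its count by a log2 of -0.80. That value takes reads as even over the exons and the transcript's level as unchanged, and neither was tested. The log2 fold change of the libraries labelled non-Tg over the others was -0.83, a difference of -0.02 or 0.29 standard errors. The standard error is that of the fold change and does not cover the error of the prediction. The snoRNA gene inside intron 6, next to the deleted exons, had counts in 4 of 4 libraries labelled non-Tg and in 0 of 4 labelled *smrd-1 Δ#1* (Fisher's exact test, two-sided, p = 0.0286). Exchanged labels could give this, if intron sequence stayed in a shortened transcript, and so could correct labels, if the deletion reached into the intron, so these counts do not separate the explanations. With correct labels and the same even coverage, the exons left would need a log2 rise of 1.63 per exonic base, 3.10-fold, to give the counts seen. The counts per gene used here do not separate such a rise from an exchange of labels. Reads per exon were not analysed here. Library depth was not different between the groups (exact two-sided permutation test of total counts, p = 0.571). Exchanged labels and correct labels with a rise in the remaining exons therefore both remain. Since every gene of the paper's table has the opposite sign, either the sample labels or the direction of that table is reversed. The paper's table has the signs that exchanged labels give. With correct labels, every sign in that table and in Figure 6 would be reversed. Each direction given for *smrd-1* loss rests on the labels.

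Libraries of replicates 1 and 2 lie apart from those of replicates 3 and 4. Total counts did not differ clearly between these sets (exact two-sided permutation test, p = 0.0857), nor did the share of counts in the 10 highest genes (p = 0.457 from the same exact test). A candidate explanation is a difference in age at collection. The level of the major sperm protein list differed between the sets with every library of replicates 3 and 4 above every library of replicates 1 and 2 (exact two-sided permutation test, p = 0.0286, adjusted p = 0.0572 over the 10 lists). The ugt, TGF-β, histone and actin lists gave the same p, so this test cannot separate age from other differences, and the pattern cannot be told apart from a batch of collection or sequencing. The labels give no batch, and no biological explanation could be tested, since the sets were read from the values.

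The number of genes called was compared with other splits of the 8 libraries. Of the 8 splits that part each of the 4 same-numbered pairs, 1 gave as many genes as the real one for edgeR (26, others 0) and 1 for DESeq2 on genes with at least 10 counts in total (275, others from 0 to 218), so 8 splits are too few to give a share under 0.05. The other splits keep at least 1 pair together. Among all 35 splits, 2 gave as many for edgeR and 3 for DESeq2, the real one included, and the split into replicates 1 and 2 against 3 and 4 gave 4995 and 6288. That split does not follow the condition, since both sets hold libraries of each label. A difference between the sets may hide calls between the groups. With the sets as a covariate edgeR called 929 genes, and with either of the other 2 pairings of replicate numbers at most 12. The sets were chosen because they lie apart on the first principal component, so fewer calls with the other pairings follow from that choice and cannot test the gain. Of the 8 balanced splits that part every same-numbered pair, only the real one gave as many as 929, and the others gave at most 46.

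The vitellogenin genes were higher in the libraries labelled *smrd-1 Δ#1* (list level 1.65 on the log2 scale, higher in 4 of 4 same-numbered pairs, exact two-sided permutation test, p = 0.0286, adjusted p = 0.286 over the 10 lists, a correction that 1 list at the smallest p of this design cannot pass). DESeq2 called 3 of the 6 vitellogenin genes higher as labelled (Fisher's exact test, one-sided, adjusted p = 4.89e-05, from 3.26e-05 to 0.000424 over the DESeq2 settings). edgeR called 0 of the 6, all 6 had an unadjusted p under 0.05, and all 6 had an adjusted p of at most 0.05 over the list alone. With replicates 1 and 2 against 3 and 4 as a covariate, edgeR called 2 vitellogenin genes higher (0.0663) and 7 major sperm protein genes higher (0.00028). A difference in age between the labelled groups could give this. The oocyte list, tested for that, differed by 0.75 (higher in 3 of 4 pairs, exact two-sided permutation test, p = 0.143, adjusted p = 0.514). All 10 oocyte genes were higher as labelled, 6 with an unadjusted p under 0.05, and edgeR called 0. Of the major sperm protein genes, 29 of 31 were higher, 1 with an unadjusted p under 0.05, and the list's level was higher in 4 of 4 pairs (0.40, exact two-sided permutation test, p = 0.371, adjusted p = 0.612). Genes of a list are not independent, and a difference in age between the labelled groups remains open.

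In the paper's table, some of the called genes fall into runs of neighbours (82 of the 275 have another called gene within 20000 bases), and the longest spans 6 genes on chromosome V from 17637982 to 17661810, all higher as labelled. A run of 4 on chromosome V from 536628 to 550619 was lower as labelled, a run of 4 on the same chromosome from 17342791 to 17376745 was higher, and a run of 4 on chromosome I from 12681845 to 12688206 held 2 higher and 2 lower genes. In the annotation, the codon of *smrd-1* that the *bk2196* allele changes lies in exon 7, from 10431435 to 10431437, and the codon that the *gk485089* allele changes lies in exon 8, from 10430318 to 10430320.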
